# Associations of angiopoietin-like protein 7 with coronary collateral circulation and prognosis of patients with severe coronary artery stenosis

**DOI:** 10.3389/fcvm.2025.1559267

**Published:** 2025-10-10

**Authors:** Congyi Cheng, Chunlin Wang, Weichun Zhu, Cong Su, Youran Dong, Junlin Teng, Kang Fu, Chungang Zhai, Lei Qiao, Wenqiang Chen

**Keywords:** coronary heart disease, angiopoietin-like protein 7, coronary collateral circulation, severe coronary stenosis, clinical prognosis, angiogenesis

## Abstract

**Background:**

Angiogenesis and coronary collateral circulation (CCC) formation promote cardiac repair following severe coronary stenosis (SCS) or myocardial infarction (MI). Angiopoietin-like protein 7 (ANGPTL7) is a secreted protein associated with angiogenesis, but its role in CCC formation remains unclear.

**Objective:**

The aim of this study was to investigate the role of ANGPTL7 in angiogenesis and evaluate the predictive value of serum ANGPTL7 in CCC formation and the prognosis of patients with SCS.

**Materials and methods:**

The RNA sequencing was performed on myocardial tissues of mice to analyze the alterations of angiogenesis-related genes after MI. 100 patients with angiographically proven SCS and 36 controls were enrolled and retrospectively followed up. Serum ANGPTL7 was measured by enzyme-linked immunosorbent assays (ELISA). Human umbilical vein endothelial cells (HUVECs) and exogenous human recombinant ANGPTL7 protein were applied in assays including CCK-8, scratch, tube formation, cell immunofluorescence and western blot to demonstrate the proangiogenic effect of ANGPTL7. Gene Set Enrichment Analysis (GSEA) was used to perform KEGG pathway enrichment analysis on downstream mechanisms by which ANGPTL7 promoted angiogenesis.

**Results:**

The transcriptional level of *Angptl7* was upregulated in ischemic myocardial tissues of MI mice, and its serum levels increased in both mice post-MI and patients with SCS. Spearman correlation analysis indicated that serum ANGPTL7 levels were positively correlated to CCC grades (*r* = 0.518, *P* < 0.001). Kaplan–Meier curves showed a higher serum ANGPTL7 was associated with a lower incidence of major adverse cardiovascular events (MACE) in patients with SCS (Log-rank test, *P* = 0.002). Cox proportional hazards regression analyses showed that serum ANGPTL7 level was remained a protective factor after adjusting for different covariates. Time-dependent receiver-operating characteristics (ROC) curves further explored the prognostic value of ANGPTL7, with the area under the curve (AUC) of 0.77 at 1 year, 0.70 at 2 years and 0.85 at 3 years. Additionally, ANGPTL7 enhanced endothelial cell proliferation, migration and capillary-like structure formation, indicating a proangiogenic effect *in vitro*.

**Conclusion:**

ANGPTL7 serves as a predictive biomarker for CCC levels and the prognosis of patients with SCS, which probably attributed to its proangiogenic properties.

## 1 Introduction

Coronary heart disease (CHD) is the leading cause of death in both developed and developing countries nowadays (1). The formation of atherosclerotic plaques in epicardial arteries causes coronary luminal stenosis and myocardial ischemia (2). However, certain patients develop coronary collateral circulation (CCC) as the compensatory mechanism to improve the myocardial blood supply, thereby resulting in a lower incidence of poor prognosis (3). Recent studies have demonstrated that angiogenesis plays a critical role in the formation of CCC, especially at the early stage (4).

Angiopoietin-like (ANGPTL) proteins are a family of secreted glycoproteins structurally similar to the angiopoietins, consist of ANGPTL1-8. ANGPTL proteins are widely expressed in various tissues and involved in many pathophysiological processes such as angiogenesis, inflammation, lipid metabolism and development of cancer (5). Among these functions, the primary role of ANGPTLs is to regulate angiogenesis (6, 7). For example, ANGPTL1 has been defined as an anti-angiogenic molecule (8), while ANGPTL2, 3 and 6 positively regulate endothelial cell vasculogenesis (9–11). ANGPTL4 may be pro- or anti-angiogenic as the microenvironment changes (12, 13).

Angiopoietin-like protein 7 (ANGPTL7), also called cornea-derived transcript 6 or AngX, was first discovered in human cornea in 1998 (14). As a member of the angiopoietin-like factor family, the current understanding about the physiological functions of ANGPTL7 is still limited. There have been relatively few studies about ANGPTL7 up till now, mainly focusing on inflammation and angiogenesis (15–17). Furthermore, the role of ANGPTL7 in angiogenesis is still controversial (16, 18). ANGPTL7 was initially believed to be a negative regulator of angiogenesis due to it's specific presence in the cornea tissue (18). But recent studies have revealed that ANGPTL7 promotes angiogenesis and cancer progression (16).

In terms of myocardial ischemia-induced angiogenesis after coronary stenosis, the role of ANGPTL7 is still unknown. In this study, we aim to investigate the role of ANGPTL7 in angiogenesis and evaluate the predictive value of serum ANGPTL7 in CCC formation and the clinical prognosis of CHD patients with severe coronary stenosis (SCS).

## 2 Materials and methods

### 2.1 Clinical study

The single-center retrospective cohort study complied with the principles of the 1975 Declaration of Helsinki and received approval from the Ethics Review Committee of Qilu Hospital of Shandong University (Approval No.2020042). Informed consent was obtained from the participants.

#### 2.1.1 Participants

The study initially included an aggregate of 483 hospitalized patients who underwent coronary angiography (CAG) for the first time at Qilu Hospital of Shandong University between August 2020 and March 2023. Considering the potential involvement of ANGPTL7 in other diseases, patients with severe coagulopathy (*n* = 4), thyroid dysfunction (hypothyroidism or hyperthyroidism, *n* = 7), severe renal or hepatic disease (serum creatinine >134umol/L or alanine aminotransferase ≥3×upper normal value, *n* = 30), malignant tumors (*n* = 6), autoimmune diseases (*n* = 9), other types of cardiac diseases (including severe arrhythmias, congenital heart disease, valvular heart disease, and non-ischemic cardiomyopathy, *n* = 73), a history of coronary artery bypass grafting (CABG) or percutaneous coronary intervention (PCI) (*n* = 89), as well as those with incomplete medical records (*n* = 72) were excluded. Of the remaining 193 patients, 55 patients with <90% stenosis in all three main coronary arteries served as the control group, while 138 patients with SCS—defined as luminal stenosis ≥90% in at least one main coronary artery [left anterior descending artery (LAD), left circumflex artery (LCX) or right coronary artery (RCA)], constituted the study group. These participants were followed up during August 2024 by telephone for 13–207 weeks post-discharge: 100 (72.46%) patients with SCS and 36 (65.45%) in the control group finally completed the telephone follow-up (Figure 1). To evaluate the possibly adverse effects on the reliability of the results caused by the inclusion/exclusion process, differences in baseline characteristics between patients who were lost to follow-up and those who were retained were analyzed (Supplementary Tables 1, 2).

**Figure 1:**
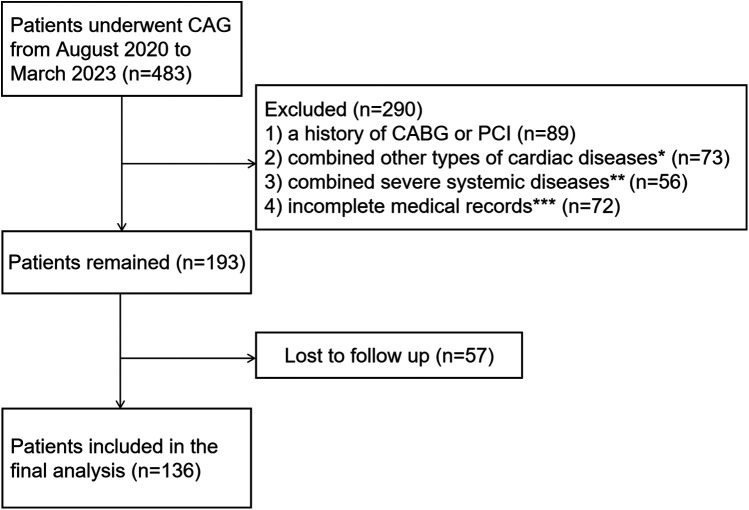
Flow chart of patient enrollment. *Including severe arrhythmias, congenital heart disease, valvular heart disease and non-ischemic cardiomyopathy. **Including severe coagulopathy, hypothyroidism or hyperthyroidism, severe renal or hepatic disease, malignant tumors and autoimmune disease. ***Including 38 patients without serum samples, 14 patients without detailed coronary angiography images, and 20 patients without necessary auxiliary examination results, such as blood routine, blood biochemical tests, echocardiography et al.

#### 2.1.2 Data collection and definitions

Detailed clinical data was meticulously gathered from medical records by well-trained clinicians who were blinded to the study protocol. The data encompassed general conditions [age, gender, body mass index (BMI), hypertension, diabetes mellitus (DM), smoking, alcohol consumption, family history of coronary heart disease (FH-CHD) and carotid atherosclerostic plaques], laboratory tests [N-terminal pro-brain natriuretic peptide (NT-proBNP), high-sensitivity cardiac troponin I (hs-cTNI), serum creatinine (SCr), alanine aminotransferase (ALT), aspartate transaminase (AST), fasting plasma glucose (FPG), total cholesterol (TC), low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C) and triglyceride (TG)], echocardiographic assessment [left ventricular ejection fraction (LVEF), intraventricular septum (IVS) and segmental wall-motion abnormality], severity of CAG [coronary arteries with severe stenosis (≥90%) and multivessel disease], information on cardiovascular medications [antiplatelet drugs, statins, beta-blockers, angiotensin-converting enzyme inhibitors (ACEI)/angiotensin receptor blockers (ARB)/angiotensin receptor & neprilysin inhibitors (ARNI), calcium channel blockers (CCB), nitrates and nicorandil] and the acceptance of coronary revascularization threpy (PCI or CABG). Peripheral venous blood samples were collected early in the morning following an overnight fasting and the routine laboratory parameters above were measured. BMI was calculated as weight (kg)/the square of height (m^2^). Hypertension was diagnosed in accordance with the 2018 ESC/ESH Guideline (19). DM was defned as FPG ≥7.0 mmol/L, random blood glucose ≥11.1 mmol/L, 2 h plasma glucose after oral glucose tolerance test (OGTT) ≥ 11.1 mmol/L, or using insulin or oral hypoglycemic agents (20). FH-CHD was defned as the occurrence of CHD in any immediate relative within three generations.

#### 2.1.3 Coronary angiography

Coronary angiography was performed through either the radial or the femoral approach. The angiographic images were analyzed by two experienced cardiologists who adhered to the lesion classification scheme of the American College of Cardiology/American Heart Association (21). CCC was assessed in patients who had a diameter stenosis of ≥90% in at least one major coronary artery (LAD, LCX or RCA). The level of collateral circulation were quantified using the Rentrop score system (22) as follows: 0 = none, 1 = filling of side branches only, 2 = partial filling of the epicardial segment, and 3 = complete filling of the epicardial segment. The two cardiologists who reviewed the angiograms were blinded to the study's objective, with any disagreements being resolved through consensus with a third reviewer. Patients (*n* = 100) were categorized into the poor CCC group (grade 0 or 1, *n* = 48) and the good CCC group (grade 2 or 3, *n* = 52) based on the Rentrop score.

#### 2.1.4 Serum ANGPTL7 measurement of patients

Blood samples from all the included patients were obtained after an overnight fast at 8:00 AM prior to CAG. Within one hour of collection, the samples were immediately centrifuged at 3,000 r/min for 15 min at 4°C to obtain serum. Subsequently, the serum samples were collected in 1.5 ml Eppendorf (EP) tubes and stored at −80°C until analysis. The levels of ANGPTL7 in the serum were measured using an enzyme-linked immunosorbent assay (ELISA) kit (Human ANGPTL7 ELISA kits; Thermo Fisher; EH30RBX5).

#### 2.1.5 Outcome

The primary major adverse cardiovascular event (MACE) endpoint of our clinical study was defined as the composite of all-cause death (both cardiovascular and non-cardiovascular death), non-fatal myocardial infarction (MI), non-fatal stroke and coronary artery revascularization (PCI or CABG).

### 2.2 Mouse and *in vitro* study

#### 2.2.1 Mouse model construction

All experimental procedures involving animals were conducted under the approval of the Ethics Committee of Qilu Hospital of Shandong University [KYLL-2022(ZM)-225].

Male C57BL/6J mice, aged 8 weeks and weighing between 22 and 28 g, were sourced from Beijing Weitong Lihua Experimental Animal Technology Corporation (Beijing, China). Following a 1-week acclimation period on standard mouse chow, the mice were randomly allocated into either a model group or a sham-operated group. The MI model was induced by the ligation of left coronary artery, whereas the sham-operated group underwent an identical surgical procedure without coronary artery ligation. Four days post-MI, some of the mice were sacrificed and the myocardial tissues were collected for RNA sequencing.

#### 2.2.2 Serum ANGPTL7 measurement of mice

To collect blood samples (0.6–1.0 ml) from MI mice, left ventricular puncture was performed 4 days post-MI. Within 30 min post-collection, the blood samples were centrifuged at 3,000 r/min for 15 min at 4°C to separate the serum. The isolated serum samples were then transferred into 1.5 ml EP tubes and stored at −80°C until analysis. Serum ANGPTL7 levels were measured using a Mouse ELISA kit (LunChangShuo Biotech; ED-23368).

#### 2.2.3 Cell culture

Human umbilical vein endothelial cells (HUVECs) were obtained from Procell Life Science&Technology Company (Wuhan,China). These cells were cultured in endothelial cell medium (ScienCell, 1001) and maintained under standard conditions (37°C, 5% CO2) of a humidified incubator. For the purposes of our study, the HUVECs were utilized in the CCK8 assay, scratch assay, tube formation assay, immunofluorescence assay and western blot (23).

#### 2.2.4 CCK-8 assay

HUVEC proliferation was analyzed using the enhanced cell counting kit-8 (CCK-8, Beyotime, C0038). Briefly, cell suspensions (5.0 × 103 cells in 100 µl per well) were initially pre-cultured in 96-well plates for 24 h. For the experimental group, 1 µl of human recombinant ANGPTL7 protein (R&D Systems, 914-AN) was added to each well, while in the control group, an equivalent volume of phosphate-buffered saline (PBS) was added. Following incubation for an additional 24 h, the CCK-8 solution (10 µl per well) was introduced and the cells were cultured for abother 4 h at 37°C. Absorbance was subsequently measured at 450 nm using a multi-functional microplate reader (Bio Tek, USA).

#### 2.2.5 Scratch assay

Cell suspensions (6.0 × 105 cells in 2 ml per well) were pre-cultured in 6-well plates for 24 h at 37°C in a 5% CO2 incubator. HUVECs were grown to confluence, after which monolayers were scratched using a sterile 200-μl pipette tip. Subsequently, the culture medium was completely removed and replaced with 1 ml of the appropriate serum-free endothelial cell medium (ECM) per well. For the experimental group, 10 µl of human recombinant ANGPTL7 protein (R&D Systems, 914-AN) was added to each well, while the control group received 10 µl of PBS. The scratch width in each well was observed, photographed, and recorded under an inverted microscope (Nikon, Japan, Eclipse Ti-S) at 0 and 24 h. ImageJ software was utilized to calculate the cell-free area within the scratch.

#### 2.2.6 Tube formation assay

To commence the experiment, Matrigel (Corning, 356234) was thawed overnight in a 4°C refrigerator. Subsequently, 50 µl of Matrigel was added to each well of a 96-well plate, which was then incubated at 37°C for 30 min to allow the Matrigel to rewarm. HUVEC suspensions, containing 2.0 × 104 cells in 100 µl per well, were prepared. The experimental group was treated with 1 µl of human recombinant ANGPTL7 protein (R&D Systems, 914-AN), whereas the control group received 1 µl of PBS. Both groups were incubated at 37°C in a 5% CO2 environment for 4 h. Observation of the samples was conducted using an inverted microscope (Nikon, Japan, Eclipse Ti-S) at 10× magnification. Photographs were taken to document the results, and ImageJ software was employed to quantify the number of branch points and analyze the level of tube formation.

#### 2.2.7 Cell immunofluorescence assay

Vascular endothelial cadherin (VE-cadherin), the principal component of endothelial adherens junctions, is essential for vessel maturation and stability and is frequently utilized in cell immunofluorescence assays (24). In this experiment, HUVECs grown on climbing slices were treated with either PBS or exogenous human recombinant ANGPTL7 protein (R&D Systems, 914-AN) for 24 h. Post-treatment, the cells were fixed with 4% paraformaldehyde for 15 min, followed by permeabilization with 0.4% Triton X-100 (Solarbio, T8200) for 15 min. Subsequently, the cells were blocked using 5% donkey serum at room temperature for 30 min. The cell slices were then incubated with rabbit anti-VE cadherin antibodies (Abcam, ab33168) for 3 h, followed by 1-h incubation with 1:200-diluted donkey anti-rabbit IgG H&L (Alexa Fluor® 488, Abcam, ab150061) while protected from light. Afterward, the cover glass with adhered cells was mounted on a slide prepped with an anti-fluorescence quenching agent containing DAPI (Beyotime, C1006). The cell climbing slices were subsequently observed and photographed under a fluorescence microscope (Nikon, Japan, DS-Ri2) and ImageJ software was used to quantify the fluorescence intensity.

#### 2.2.8 Western blot

HUVECs in the experimental group were treated with exogenous human recombinant ANGPTL7 protein (R&D Systems, 914-AN) at a final concentration of 1 µg/ml for 24 h, whereas cells in the control group received an equivalent volume of PBS. To obtain whole-cell proteins, HUVECs in these two groups were collected respectively and lysed on ice by RIPA lysis buffer (Solarbio, R0010) supplemented with phenylmethanesulfonyl fluoride (PMSF) (Solarbio, P0100). The whole-cell protein extracts were boiled for 10 min at 99°C and cooled on ice. Protein samples were separated on a 10% SDS-polyacrylamide gel (Epizyme Biotech, PG112-0) and transferred to a polyvinylidene difluoride (PVDF) membrane (Millipore, IPVH00010). The sheet was blocked with 5% dried skimmed milk solution for 2 h at room temperature and incubated overnight at 4°C with the appropriate western blot. Primary antibody dilutions included rabbit anti-ANGPTL7 antibody (Proteintech, 10396-1-AP), rabbit anti-VE-cadherin antibody (Abcam, ab33168), rabbit anti-Claudin18 antibody (Abcam, Ab203563), rabbit anti-MMP-2 antibody (CST, 87809S), rabbit anti-VEGFR2 antibody (CST, 2479S) and rabbit anti-β-actin antibody (CST, #4970). Thereafter, the PVDF membranes were washed with TBST (tris-buffered saline-Tween-20) three times and incubated with secondary antibodies (Zhongshan-Golden Bridge Biological Technology, ZB2301) for 1 h at room temperature. Finally, blots were visualized with enhanced chemiluminescence fluid and ImageJ software was used to analyze the protein relative gray values.

### 2.3 Bioinformatics analysis

Download GSE66360, an expression profiling dataset, from the Gene Expression Omnibus (GEO) database. The gene expression levels were determined using microarray analysis of enriched circulating endothelial cells isolated from patients with acute myocardial infarction. The patients were grouped according to the expression levels of ANGPTL7. KEGG pathway enrichment analysis was performed using Gene Set Enrichment Analysis (GSEA) software 4.4.0 between high and low ANGPTL7 expression data sets. |Normalized corrected ES values| (|NES|) >1, false discovery rate (FDR) <0.25 and adjusted *P*-value < 0.05 were considered as significance.

### 2.4 Statistical analysis

Statistical analysis was performed using SPSS 26.0 and R software 4.3.1. Shapiro–Wilk normality test was used to assess normality of continuous data. Continuous variables were presented as mean ± standard deviation (SD) or median with interquartile range, as appropriate. Differences among groups were compared using *t*-test or ANOVA test in case of normally distribution, and Mann–Whitney *U* test or Kruskal–Wallis *H* test in case of non-normally distribution. Categorical variables were presented as frequency counts with proportions and compared using the chi-square test. The associations between the serum ANGPTL7 levels and CCC grades or clinical prognosis were assessed using Spearman correlation analysis. ROC curves were plotted to evaluate the diagnostic or predictive value. Cox proportional hazards regression analyses were used to explore associations between serum ANGPTL7 level and MACE: Model 1 was unadjusted; Model 2 adjusted for age and gender; Model 3 adjusted for the same variables as Model 2 and all the variables significant on univariate analysis, including Rentrop score, LAD and LCX severe stenosis, hypertension and NT-proBNP; Model 4 adjusted for the same variables as Model 3, as well as DM, LDL-C, wall-motion abnormality and the usage of β-blocker and ACEI/ARB/ARNI, which were selected as clinically meaningful indicators with collinearity controlled (VIF < 5). Kaplan–Meier survival analysis was performed and the signifcance was assessed by Log-rank tests. A *P*-value of less than 0.05 was regarded as statistically significant.

## 3 Results

### 3.1 ANGPTL7 was upregulated in ischemic myocardial tissues of MI mice

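Total RNA from the hearts of 7 male C57BL/6J mice, a common inbred laboratory strain, obtained at 8 weeks of age, was sequenced. The left coronary artery had been ligated in 3 of them (MI mice), and the other 4 went through surgery without ligation (sham-operated mice). The authors deposited 1 table of 56980 mouse genes, listed by Ensembl identifier, with an FPKM value for each mouse. FPKM is the number of sequenced fragments counted on a gene relative to the length of the gene and to the fragments of the whole library. The text of the paper does not name the aligner, the annotation or the counting program. Each fragment adds to FPKM a step set by the depth and the length of the gene. A length at which all mice held whole fragments was fitted for each gene, and was found for 30501 of the 30504 genes above 0 in any mouse. The steps gave depths of 22430486, 21689401, 23473543 and 19977712 fragments in sham replicates 1 to 4 and of 21781012, 22638865 and 23610869 fragments in MI replicates 1 to 3. The median was 22059944 fragments in the sham-operated mice and 22638865 in the MI mice, and the ranges overlapped. Mitochondrial genes held 26.8% ± 0.421 of the fragments (SD, n = 4) in the sham-operated mice. In the MI mice they held 13.6% in replicate 1, 28.2% in replicate 2 and 14.9% in replicate 3. FPKM values were not rescaled between mice, 1 was added to each, and the log2 was taken. The 11431 genes with an FPKM of at least 1 in at least 3 of the 7 mice were tested with limma's moderated test with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. The median gene was 0.21 higher in the MI mice on the log2 scale. Across these genes, which are not independent replicates, Pearson's r between sham-operated mice was 0.989 to 0.992. It was 0.878 to 0.881 between MI replicate 1 and the sham-operated mice, 0.984 to 0.987 for MI replicate 2 and 0.903 to 0.906 for MI replicate 3. The median SD of a gene on the log2 scale was 0.085 among the sham-operated mice (n = 4) and 0.28 among the MI mice (n = 3).

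**Figure D1:**
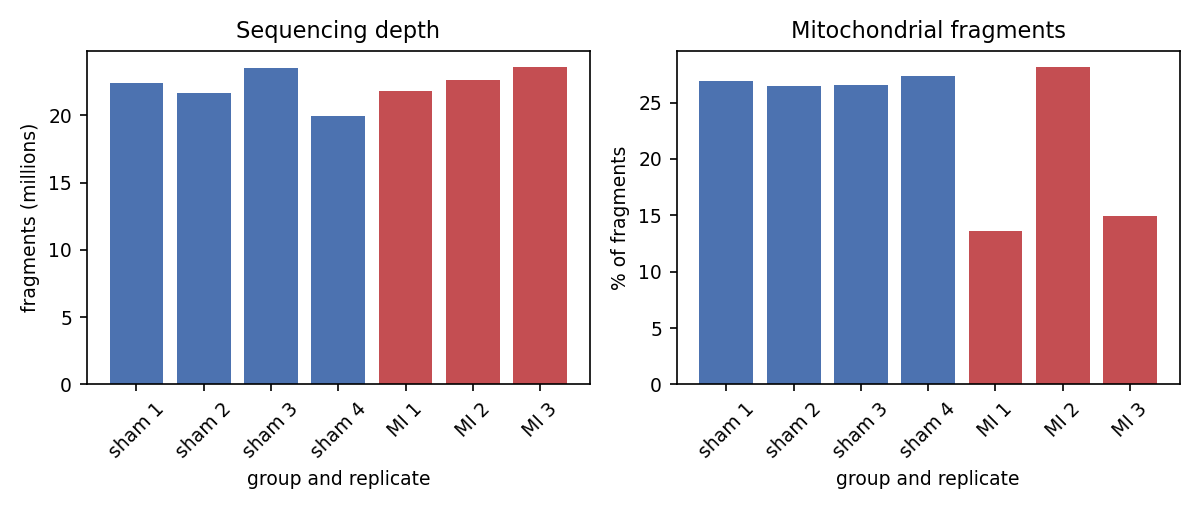
Sequencing depth in fragments (left, on the scale of the axis) and the percentage of fragments on mitochondrial genes (right) in each of the 4 sham-operated and 3 MI mice, 1 bar per mouse. MI replicates 1 and 3 stood at 13.6% and 14.9% mitochondrial fragments, and MI replicate 2 at 28.2%.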

To analyze the alterations of genes related to angiogenesis after MI, the RNA sequencing was performed on myocardial tissues obtained from mice 4 days post-MI. Analysis of the RNAseq data through volcano plots and bar graphs uncovered an upregulation of four angiogenesis-related genes, namely *Ang*, *Vegfd*, *Angptl4* and *Angptl7*, in the ischemic myocardial tissues of MI mice. 

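Genes are placed on GRCm38 with the GENCODE M21 annotation. Ang (ENSMUSG00000072115), which encodes the secreted ribonuclease angiogenin, lies on the plus strand of chromosome 14 from 51091150 to 51102009 and shares 219 exon bases with Rnase4 on the same strand. Its FPKM was 1.21 ± 0.102 (SD, n = 4) in sham-operated mice and 3.47 ± 1.68 (SD, n = 3) in MI mice, from 47 to 49 fragments per sham-operated mouse and 65 to 189 per MI mouse. The log2 fold change was 0.93 (standard error 0.26). Vegfd (ENSMUSG00000031380), a member of the vascular endothelial growth factor family, lies on the plus strand of chromosome X from 164373378 to 164402650. Between 33 and 44 fragments per sham-operated mouse gave an FPKM of 0.656 ± 0.0938 (SD, n = 4), and between 73 and 354 per MI mouse gave 3.96 ± 2.48 (SD, n = 3). Its log2 fold change of 1.42 had a standard error of 0.37. Angptl4 (ENSMUSG00000002289), which encodes an angiopoietin-like secreted protein, lies on the minus strand of chromosome 17 from 33773750 to 33781830. FPKM values were 0.751 ± 0.258 (SD, n = 4) against 7.09 ± 5.06 (SD, n = 3), from 60 to 112 and from 227 to 1420 fragments, and the log2 fold change was 1.97 (standard error 0.47). Angptl7 (ENSMUSG00000028989) lies on the minus strand of chromosome 4 from 148495183 to 148500460, inside an intron of Mtor, which is on the opposite strand, and shares 0 exon bases with it. With 38 to 160 fragments in sham-operated mice and 216 to 2590 in MI mice, its FPKM was 2.12 ± 1.22 (SD, n = 4) and 30.2 ± 23.6 (SD, n = 3), a log2 fold change of 2.88 (standard error 0.76).
For each of the 4 genes every MI mouse was above every sham-operated mouse, which gave an exact two-sided permutation p of 0.0571 per gene, the smallest that 3 mice against 4 allow, and 0.0571 after adjustment over the 4 tests. The limma p adjusted over all 11431 genes was 0.108 for each of the 4. Adjusted over the 4 genes alone, it was 0.00842 for Ang and 0.00799 for each of the other 3. The paper named these 4 genes from their rise in the same mice, and this adjustment does not account for that choice. The MI values were spread widely, and MI replicate 2 was the lowest of the 3 for each gene. Angptl7 stood at 35.4, 4.42 and 50.9 FPKM in MI replicates 1, 2 and 3, and the highest sham-operated mouse at 3.71. For Angptl4 the MI values were 11.9, 1.83 and 7.52, for Vegfd 5.98, 1.19 and 4.71, and for Ang 4.76, 1.58 and 4.07. Of the alternatives tried, sample weights in limma moved the log2 fold change of Angptl7 most, to 4.21. They gave MI replicate 3 nearly all of the weight among MI mice. Those of Ang, Vegfd and Angptl4 moved most with voom on the recovered fragments, chosen after seeing the data, to 1.36, 2.29 and 2.93. Voom fits log2 fragments relative to the library, not log2(FPKM + 1), so these moves cannot be credited to its weights alone. Adding 0.1 in place of 1 to the FPKM values gave 1.30, 2.16 and 2.77. All 4 genes passed an adjusted p of 0.05 with sample weights, and when MI replicate 2 was left out.

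**Figure D2:**
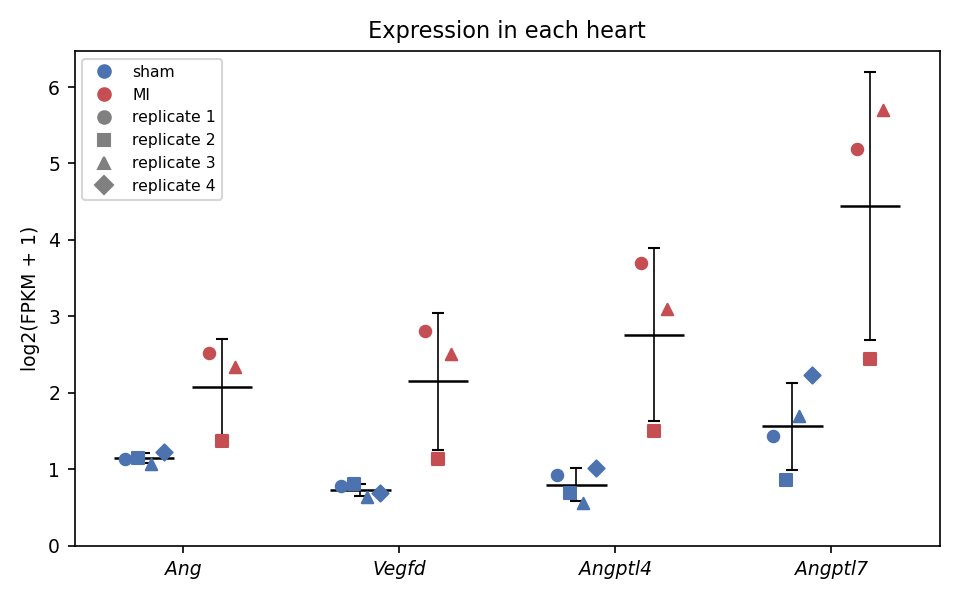
Expression of Ang, Vegfd, Angptl4 and Angptl7 as log2(FPKM + 1) in 4 sham-operated and 3 MI mice, 1 point per mouse, with the mean as a line and the SD as a bar. Every MI point lies above every sham point of the same gene, and MI replicate 2 is the lowest MI point for each gene.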

Among these genes, *Angptl7* exhibited the most significant elevation and was consequently selected for further investigation (Figures 2A,B).

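By the size of the change, Angptl7 ranked first of the 4 genes. The ratio of mean FPKM in MI mice to that in sham-operated mice was 14.2 for Angptl7, 9.44 for Angptl4, 6.03 for Vegfd and 2.86 for Ang. Angptl7 had the largest log2 fold change of the 4 here and in each of the 14 alternative settings able to change the gaps between them. Among all 11431 genes tested its change ranked 30, against 105 for Angptl4, 284 for Vegfd and 736 for Ang. By the limma p-value the order was different. The unadjusted p was smallest for Angptl4 (0.00362), followed by Vegfd (0.00545), Angptl7 (0.00599) and Ang (0.00842). Over 21 settings, Angptl4 had the smallest p of the 4 in 18, Vegfd in 2 and Angptl7 in 1. To compare the changes directly, the log2 value of each other gene was subtracted from that of Angptl7 within each mouse. The difference rose by 1.95 from sham-operated to MI mice against Ang, where every MI mouse was above every sham-operated mouse (exact two-sided permutation p = 0.0571, the smallest possible, and 0.171 after adjustment over the 3 comparisons). Against Vegfd it rose by 1.46 (exact two-sided p = 0.114, adjusted 0.171). Against Angptl4 the rise was 0.92 (exact two-sided p = 0.171, adjusted 0.171), and at 0.94 MI replicate 2 lay within the sham range of 0.17 to 1.22. Against Vegfd it lay within the sham range as well, at 1.31 against 0.053 to 1.55, so in both comparisons the groups overlapped. Sample weights in limma moved the gaps between the log2 fold changes most, to 3.01 against Ang, 2.42 against Vegfd and 1.88 against Angptl4. From the elevation of Angptl7, which it describes as the most significant of the 4 (Figures 2A,B), the paper reasons that this gene be taken forward for further investigation.

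**Figure D3:**
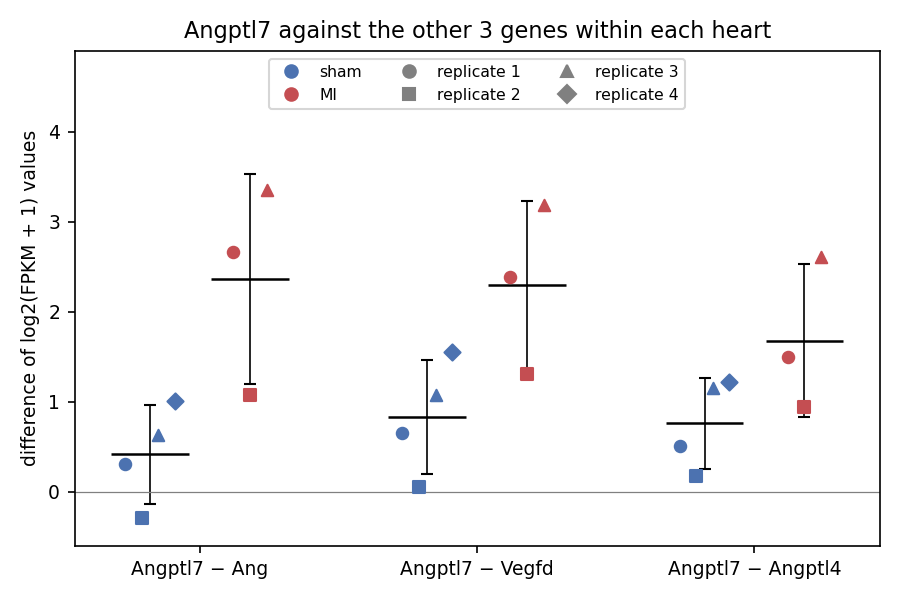
Log2(FPKM + 1) of Angptl7 minus that of Ang, Vegfd or Angptl4 within each of 4 sham-operated and 3 MI mice, 1 point per mouse, with the mean as a line and the SD as a bar. The groups are apart only for Ang, and MI replicate 2 lies within the range of the sham points for Vegfd and Angptl4.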

**Figure 2:**
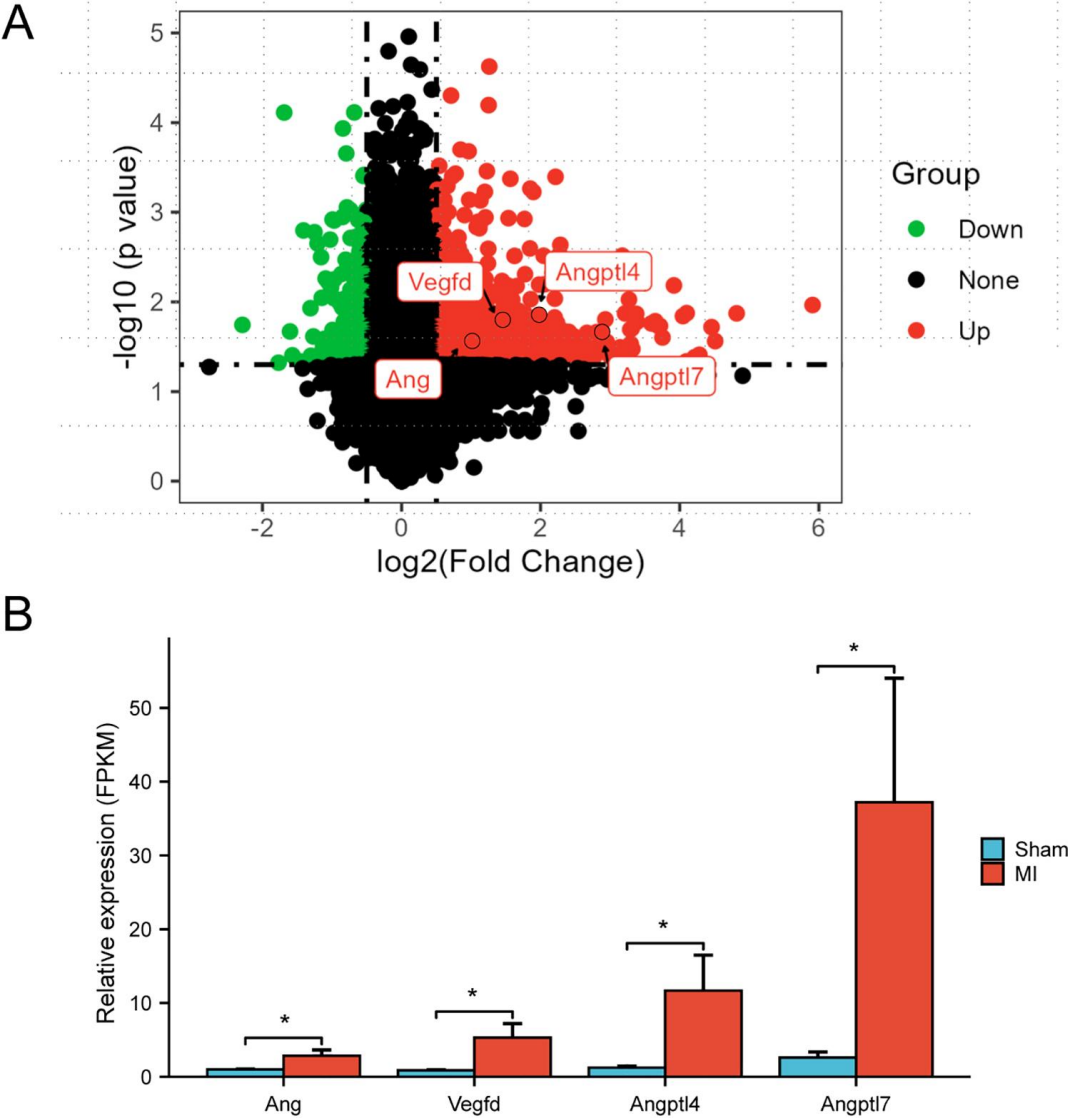
Expressions of four angiogenesis-related genes post-MI. **(A)** Volcano plot showing log2 fold-change of total gene expression in MI mice 4 days post-MI, compared with sham-operated mice. Genes that were significantly increased in MI group (*n* = 3) compared with sham group (*n* = 4) are highlighted on red, while those decreased are highlighted in green. **(B)** *Ang*, *Vegfd*, *Angptl4* and *Angptl7* were four angiogenesis-related upregulated genes (*P < 0.05). Bar graph revealed that *Angptl7* was the most significantly upregulated member among the four genes.

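At an adjusted p under 0.05, 2 of the 11431 genes were higher in the MI mice and 1 was lower. They were Krt14 and Igkj3, both listed at 0 in every sham-operated mouse, and Tfrc, and Igkj3 rested on no more than 3 fragments in any mouse. At an unadjusted p under 0.05, 4496 genes differed, 3370 of them higher in the MI mice. With an absolute log2 fold change over 0.5 required as well, as the lines in Figure 2A are drawn, 2040 genes were higher and 549 lower. In 1842 genes every MI mouse was above every sham-operated mouse and in 1029 every MI mouse was below, together 25.1% of the genes tested. For a single gene without a difference the chance of this is 5.71%. Genes move together within a mouse, so that value does not measure how far the total could rise by chance. The number at an adjusted p under 0.05 moved most with sample weights in limma. That fit rested almost on MI replicate 3 alone, so its calls carry no spread between MI mice. Without MI replicate 2, 6512 genes were higher and 1683 lower. The numbers past the lines of Figure 2A depended on the scaling between mice. With each mouse scaled by its median log-ratio 1143 genes were higher and 1107 lower. With each mouse rescaled to the same total (TPM) 3741 were higher and 296 lower.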

### 3.2 Serum ANGPTL7 level was intimately associated with CCC of CHD patients

To explore the association between serum ANGPTL7 and CCC, 136 hospitalized patients who underwent CAG at Qilu Hospital of Shandong University for the first time from August 2020 to March 2023 were included. Formation of CCC was predominantly observed in patients with SCS. Thus, patients with diameter stenosis ≥90% (*n* = 100) in at least one main coronary artery were divided into poor collateral circulation group (Rentrop score ≤1, *n* = 48) and good collateral circulation group (Rentrop score >1, *n* = 52), while patients with diameter stenosis <90% in all main coronary arteries comprised the control group (*n* = 36). Baseline characteristics were summarized in Table 1. Versus the control, NT-proBNP levels were significantly elevated in both the good CCC group and the poor CCC group (*P* < 0.05), but with no significant difference observed between these two groups. Ventricular wall segmental motion abnormalities were more prevalent in both the good and the poor CCC group compared to the control group (*P* < 0.05). The incidence of severe RCA stenosis was notably higher in the good CCC group than in the poor group (*P* < 0.05). More patients received coronary revascularization in both the good and the poor CCC group than the control (*P* < 0.05). Additionally, the incidences of MACE were significantly different among the three groups (*P* = 0.005), with the highest proportion observed in the poor CCC group. Most importantly, patients in the control group [1.30 (0.97, 1.65) ng/ml] and the poor CCC group [1.22 (0.98, 1.66) ng/ml] exhibited significantly lower serum ANGPTL7 levels than those in the good CCC group [2.22 (1.81, 2.73) ng/ml] (*P* < 0.001; Figure 3A). There were no significant differences in other baseline variables among groups (*P* > 0.05).

**Table 1:** Baseline characteristics of patients in the control group and with poor/good CCC.

Variables	Control (*n* = 36)	Poor CCC (*n* = 48)	Good CCC (*n* = 52)	*P*-value
General conditions				
Age (years)	60.61 ± 10.12	65.23 ± 8.63	61.81 ± 10.28	0.071
Male, *n* (%)	20 (55.6)	31 (64.6)	40 (76.9)	0.102
BMI (kg/m^2^)	25.55 ± 3.81	25.53 ± 3.11	25.57 ± 3.38	0.998
Hypertension, *n* (%)	23 (63.9)	32 (66.7)	29 (55.8)	0.509
DM, *n* (%)	14 (38.9)	13 (27.1)	24 (46.2)	0.141
Smoking, *n* (%)	7 (19.4)	20 (41.7)	21 (40.4)	0.067
Drinking, *n* (%)	10 (27.8)	21 (43.8)	26 (50.0)	0.110
FH of CHD, *n* (%)	3 (8.3)	9 (18.8)	10 (19.2)	0.329
Carotid plaque, *n* (%)	31 (86.1)	42 (87.5)	51 (98.1)	0.081
Laboratory tests				
NT-proBNP (pg/ml)	79.00 (45.55, 140.28)	144.50 (82.87, 332.75)*	281.95 (121.75, 620.95)*	**<0.001**
hs-cTNI (ng/L)	4.24 (1.95, 7.41)	3.58 (0.01, 8.53)	4.37 (0.01, 13.19)	0.757
SCr (μmol/L)	68.72 ± 13.09	72.02 ± 13.44	75.35 ± 14.15	0.082
ALT (U/L)	19.00 (12.25, 27.00)	19.00 (13.00, 25.75)	19.50 (13.25, 33.25)	0.633
AST (U/L)	18.50 (16.25, 23.50)	19.00 (16.00, 23.00)	19.00 (16.25, 23.00)	0.887
FPG (mmol/L)	5.53 (4.85, 7.09)	5.07 (4.68, 5.91)	5.21 (4.63, 6.02)	0.208
TC (mmol/L)	3.77 ± 0.90	3.74 ± 0.72	3.85 ± 1.16	0.860
LDL-C (mmol/L)	2.16 ± 0.69	2.15 ± 0.57	2.27 ± 0.93	0.698
HDL-C (mmol/L)	1.06 ± 0.25	1.05 ± 0.20	1.03 ± 0.27	0.820
TG (mmol/L)	1.41 (1.00, 1.80)	1.39 (1.03, 1.74)	1.34 (0.93, 1.84)	0.970
Echocardiography				
LVEF	0.65 (0.61, 0.66)	0.61 (0.60, 0.67)	0.61 (0.52, 0.65)	0.066
IVS (mm)	10.00 (9.00, 11.00)	10.50 (10.00, 12.00)	11.00 (10.00, 12.00)	0.085
wall-motion abnormality, *n* (%)	0 (0.0)	14 (29.2)*	25 (48.1)*	**<0.001**
Severe stenosis				
LAD, *n* (%)	–	34 (70.8)	29 (55.8)	0.119
LCX, *n* (%)	–	23 (47.9)	21 (40.4)	0.448
RCA, *n* (%)	–	16 (33.3)	36 (69.2) ^#^	**0.001**
Multivessel, *n* (%)	–	20 (41.7)	29 (55.8)	0.159
Cardiovascular medications				
antiplatelet drugs, *n* (%)	36 (100.0)	48 (100.0)	52 (100.0)	–
statins, *n* (%)	36 (100)	48 (100.0)	52 (100.0)	–
β-blockers, *n* (%)	30 (83.3)	42 (87.5)	44 (84.6)	0.854
ACEI/ARB/ARNI, *n* (%)	13 (36.1)	21 (43.8)	27 (51.9)	0.335
CCB, *n* (%)	8 (22.2)	16 (33.3)	11 (21.2)	0.324
nitrates, *n* (%)	18 (50.0)	19 (39.6)	24 (46.2)	0.619
nicorandil, *n* (%)	25 (69.4)	38 (79.2)	36 (69.2)	0.467
Coronary revascularization, *n* (%)	13 (36.1)	39 (81.3)*	46 (88.5)*	**<0.001**
MACE, *n* (%)	4 (11.1)	18 (37.5)*	8 (15.4)**	**0.005**

Data were presented with mean ± SD, median with interquartile range or *n* (%). BMI, body mass index; DM, diabetes mellitus; FH of CAD, family history of coronary heart disease; NT-proBNP, N-terminal pro-brain natriuretic peptide; hs-cTNI, high-sensitivity cardiac troponin I; SCr, serum creatinine; ALT, alanine aminotransferase; AST, aspartate transaminase; FPG, fasting plasma glucose; TC, total cholesterol; LDL-C, low-density lipoprotein-cholesterol; HDL-C, high-density lipoprotein-cholesterol; TG, triglyceride; LVEF, left ventricle ejection fraction; IVS, intraventricular septum; ACEI, angiotensin-converting enzyme inhibitors; ARB, angiotensin receptor blockers; ARNI, angiotensin receptor & neprilysin inhibitors; CCB, calcium channel blockers; SD, standard deviation. *P* values in bold are <0.05. Symbols denote significant differences compared to the control group.

* *P* < 0.05) or the poor CCC group.

** *P* < 0.05).

**Figure 3:**
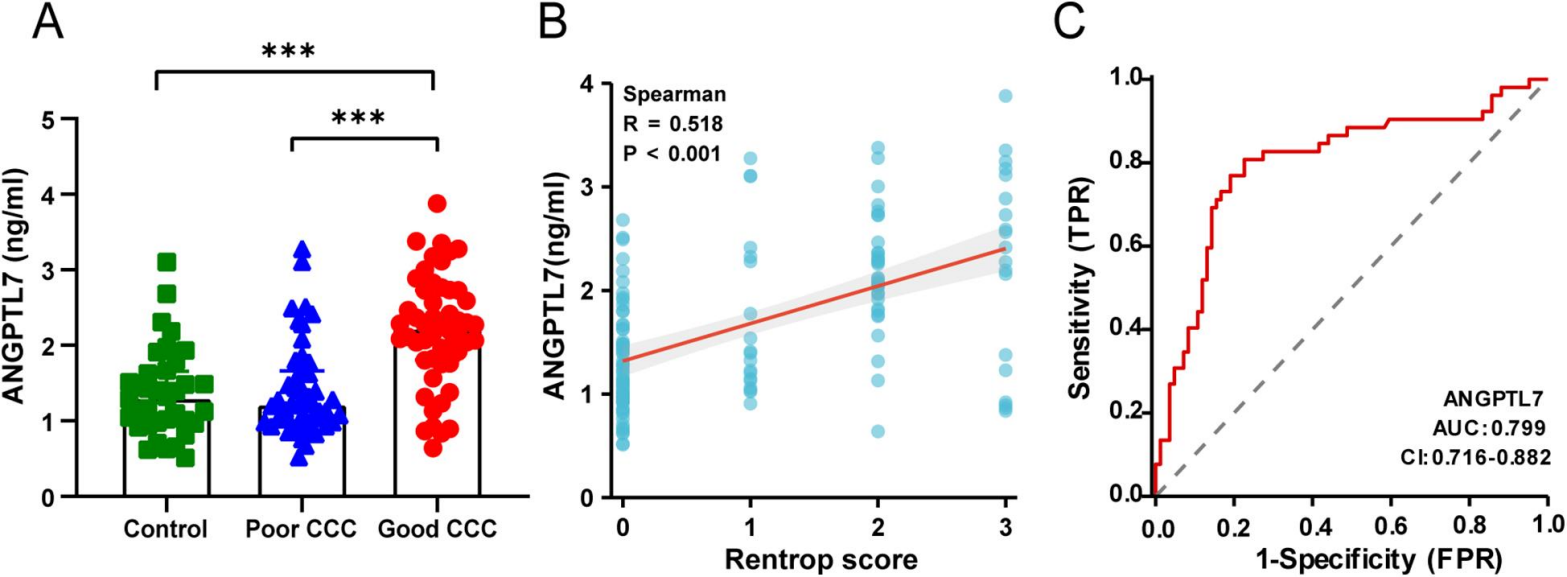
The associations between serum ANGPTL7 levels and CCC. **(A)** Comparison of serum ANGPTL7 levels among three groups. **(B)** Scatter plot of serum ANGPTL7 levels and the Rentrop score. **(C)** ROC curve for serum ANGPTL7 in the prediction of good CCC. CI, confidence interval; ***P < 0.001.

Given the variation in serum ANGPTL7 levels among different CCC groups, a correlation and predictive analysis was carried out. Spearman correlation analysis indicated a significantly positive correlation between serum ANGPTL7 and the Rentrop score (*r* = 0.518, *P* < 0.001; Figure 3B). Receiver-operating characteristics (ROC) curve analysis revealed that the area under the curve (AUC) for serum ANGPTL7 in predicting good CCC was 0.799 (95% CI: 0.716–0.882, *P* < 0.001; Figure 3C), with the optimal cut-off value at 1.712, showing a sensitivity of 80.77% and specificity of 77.38%. These findings collectively suggest a close asssociation between serum ANGPTL7 levels and CCC.

### 3.3 Serum ANGPTL7 remarkably increased in CHD patients with SCS and MI mice

In our study, the formation of coronary collaterals was mainly observed to be concomitant with coronary severe stenosis or even occlusion. Hence, we investigated the change of serum ANGPTL7 level in CHD patients with SCS and mice after MI surgery by ELISA. As presented in Figure 4A, patients with ≥90% coronary stenosis had significantly higher levels of serum ANGPTL7 [1.79(1.13, 2.35) ng/ml] than those with ≤50% stenosis [1.11(0.93, 1.59) ng/ml] with a significantly statistical difference (*P* < 0.001). Besides, there was a remarkable elevation of serum ANGPTL7 for mice in the MI group (4.08 ± 0.43 ng/ml) compared to the control group (3.09 ± 0.44 ng/ml) with a significant difference (*P* < 0.001; Figure 4B). These findings suggest a potential relationship between serum ANGPTL7 and CHD characterized by SCS.

**Figure 4:**
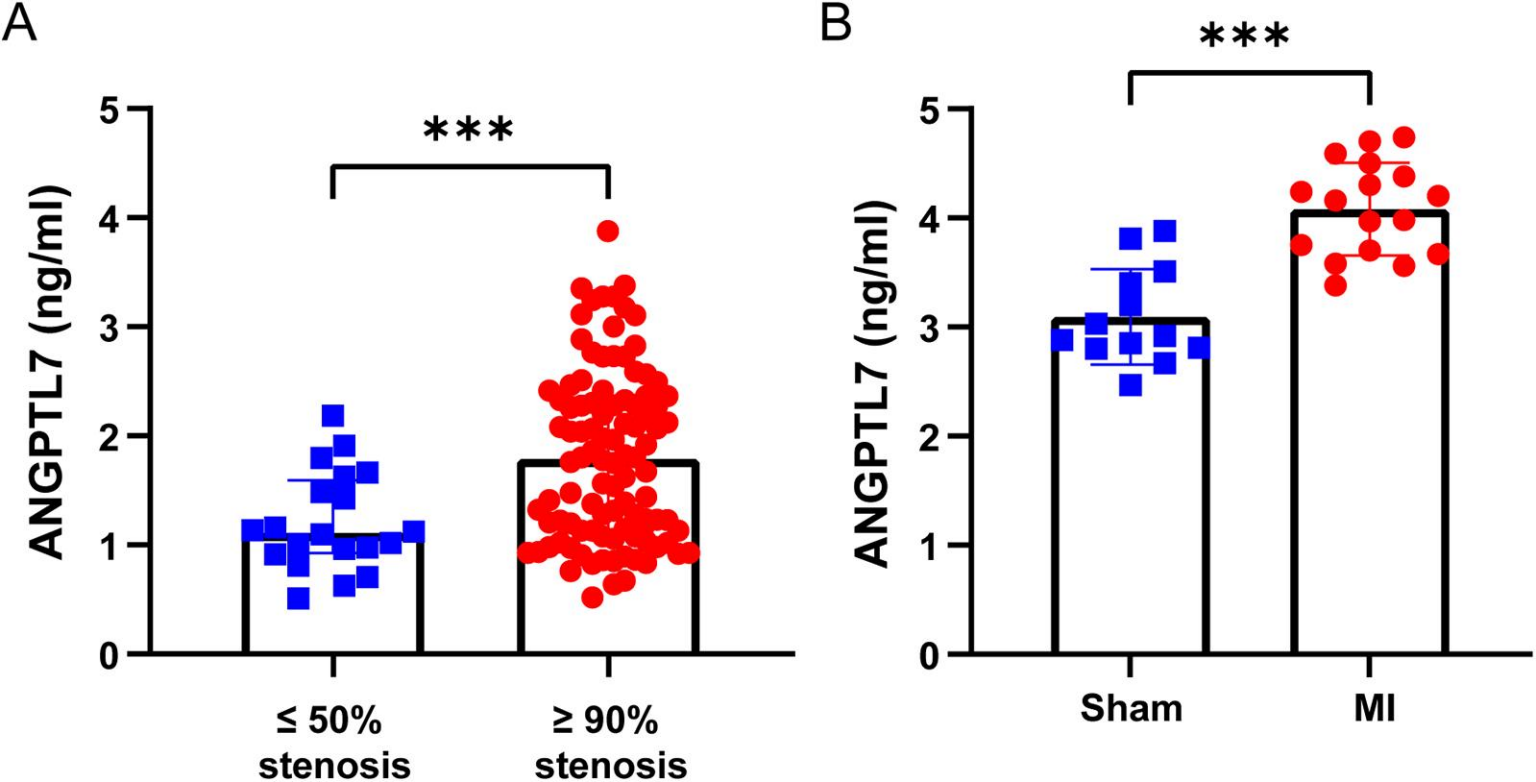
Elevated serum ANGPTL7 in both patients with SCS and post-infarct mice. **(A)** Comparison of serum ANGPTL7 levels of patients with ≤50% coronary stenosis and ≥90% stenosis by ELISA. **(B)** Comparison of serum ANGPTL7 levels of mice in the sham and the MI group by ELISA. ***P < 0.001.

### 3.4 Serum ANGPTL7 performed a prognostic value for MACE in patients with SCS

To investigate whether there was an association between serum ANGPTL7 levels and the prognosis of CHD patients with SCS, 100 patients with ≥90% coronary stenosis were retrospectively followed up for 13–207 weeks. The total number of MACE cases was 26 (26.0%), including 2 (2.0%) cases of all-cause death, 1 (1.0%) case of cardiac death, 6 (6.0%) cases of non-fatal MI, 12 (12.0%) cases of coronary revascularization and 5 (2.8%) cases of non-fatal stroke, which consisted of the poor prognosis group. The serum concentrations of ANGPTL7 in the good and the poor prognosis group were [2.01(1.23, 2.50)] ng/ml and [1.20(0.91, 1.91)] ng/ml, respectively, with a significantly statistical difference (*P* < 0.001; Figure 5A). Moreover, a Kaplan–Meier survival plot was generated to display the outcomes of patients stratified based on serum ANGPTL7 levels around the median concentration and showed a significantly lower cumulative incidence of MACE for the high ANGPTL7 group (Figure 5B). Table 2 showed that the serum ANGPTL7 level, whether as a categorical or continuous variable, was significantly associated with MACE on univariable Cox proportional hazards regression analysis (Per SD increase: HR = 0.351, 95% CI: 0.196–0.628, *P* < 0.001; High ANGPTL7 group: HR = 0.221, 95% CI: 0.082–0.592, *P* = 0.003). It remained a protective factor after fully adjusting for covariates on multivariable Cox regression analysis in Model 4 (Per SD increase: HR = 0.328, 95% CI: 0.152–0.710, *P* *=* 0.005; High ANGPTL7 group: HR = 0.277, 95% CI: 0.079–0.964, *P* = 0.044). To further evaluate the prognostic value of ANGPTL7, time-dependent ROC curve analysis was performed and the AUC reached 0.77 at 1 year, 0.70 at 2 years and 0.85 at 3 years (Figure 5C).

**Figure 5:**
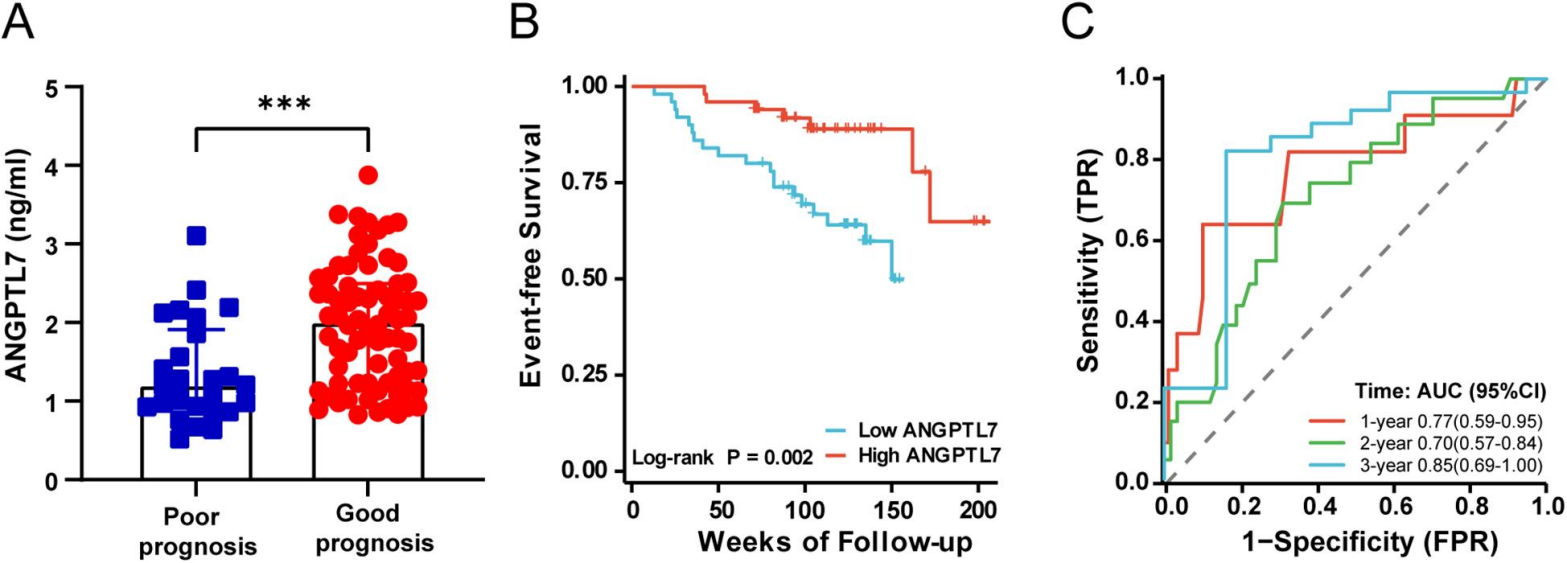
The prognostic performance of serum ANGPTL7 for patients with SCS. **(A)** Comparison of serum ANGPTL7 levels of patients in the poor and the good prognosis group. **(B)** Kaplan–Meier survival curves for MACE between different levels of serum ANGPTL7 according to the median concentration. **(C)** Time-dependent ROC curves of serum ANGPTL7 for the prediction of MACE. AUC, area under the curve; CI, confidence interval; ***P < 0.001.

**Table 2:** Association of serum ANGPTL7 level and MACE via Cox regression analyses.

ANGPTL7	Model1 [HR(95%CI]	*P* value	Model2 [HR(95%CI]	*P* value	Model3 [HR(95%CI]	*P* value	Model4 [HR(95%CI]	*P* value
*MACE*								
Per 1 SD increase	0.351 (0.196–0.628)	<0.001	0.337 (0.187–0.607)	<0.001	0.395 (0.197–0.788)	0.008	0.328 (0.152–0.710)	0.005
High ANGPTL7 group	0.221 (0.082–0.592)	0.003	0.217 (0.081–0.582)	0.002	0.308 (0.101–0.938)	0.038	0.277 (0.079–0.964)	0.044

CI, confidence interval; HR, hazard ratio; SD, standard deviation; MACE, major adverse cardiovascular events; ANGPTL7, angiopoietin-like protein 7; LAD, left anterior descending artery; LCX, left circumflex artery; NT-proBNP, N-terminal pro-brain natriuretic peptide; DM, diabetes mellitus; LDL-C, low-density lipoprotein cholesterol; ACEI, angiotensin-converting enzyme inhibitor; ARB, angiotensin receptor blocker; ARNI, angiotensin receptor-neprilysin inhibitor.

Model 1: no covariates were adjusted for.

Model 2: adjusted for age and gender.

Model 3: adjusted for age, gender and all the variables significant on univariate analysis (including Rentrop score, LAD and LCX severe stenosis, hypertension and NT-proBNP).

Model 4: adjusted for age, gender, hypertension, DM, NT-proBNP, LDL-C, Rentrop score, LAD and LCX severe stenosis, wall-motion abnormality, the usage of β-blocker and ACEI/ARB/ARNI.

### 3.5 ANGPTL7 promoted angiogenesis *in vitro*

To evaluate the angiogenic impact of ANGPTL7, we treated HUVECs with exogenous human recombinant ANGPTL7 protein or PBS as control. The scratch assay revealed a substantial enhancement in the migratory ability of HUVECs following stimulation by recombinant ANGPTL7 (Figures 6A,B). Moreover, the CCK8 assay denmonstrated that ANGPTL7 facilitated the proliferation of vascular endothelial cells (Figure 6C). Furthermore, the tube formation assay illustrated the superior tube-forming capacity of endothelial cells in the experimental group (Figures 6D,E). Vascular endothelial cadherin (VE-cadherin) is a prominent adhesive protein of endothelial adherens junctions (24). Cell immunofluorescence assays revealed a notable elevation in VE-cadherin expression in the experimental group compared to the PBS group, with a statistically significant difference (Figures 7A,B), which means HUVECs adhere more strongly to form neovessels after adding exogenous human recombinant ANGPTL7 protein as a stimulant.Claudin18 is an important component of endothelial tight junctions (25). Matrix metalloproteinase-2 (MMP-2) is an extensively-investigated member of MMPs, which can contribute to angiogenic process through the degradation of extracellular matrix barrier (26). Vascular endothelial growth factor A (VEGF) and its receptor VEGFR2 represent a key signalling pathway mediating angiogenesis (27). Subsequent western blot results showed that the protein levels of VE-cadherin, Claudin18, MMP-2 and VEGFR2 in HUVECs all significantly increased after treatment with exogenous human recombinant ANGPTL7 (Figures 7C–H). In aggregrate, these findings provide initial evidence *in vitro* indicating the proangiogenic effect of ANGPTL7, including the promotion of vessel maturation and stability during angiogenesis.

**Figure 6:**
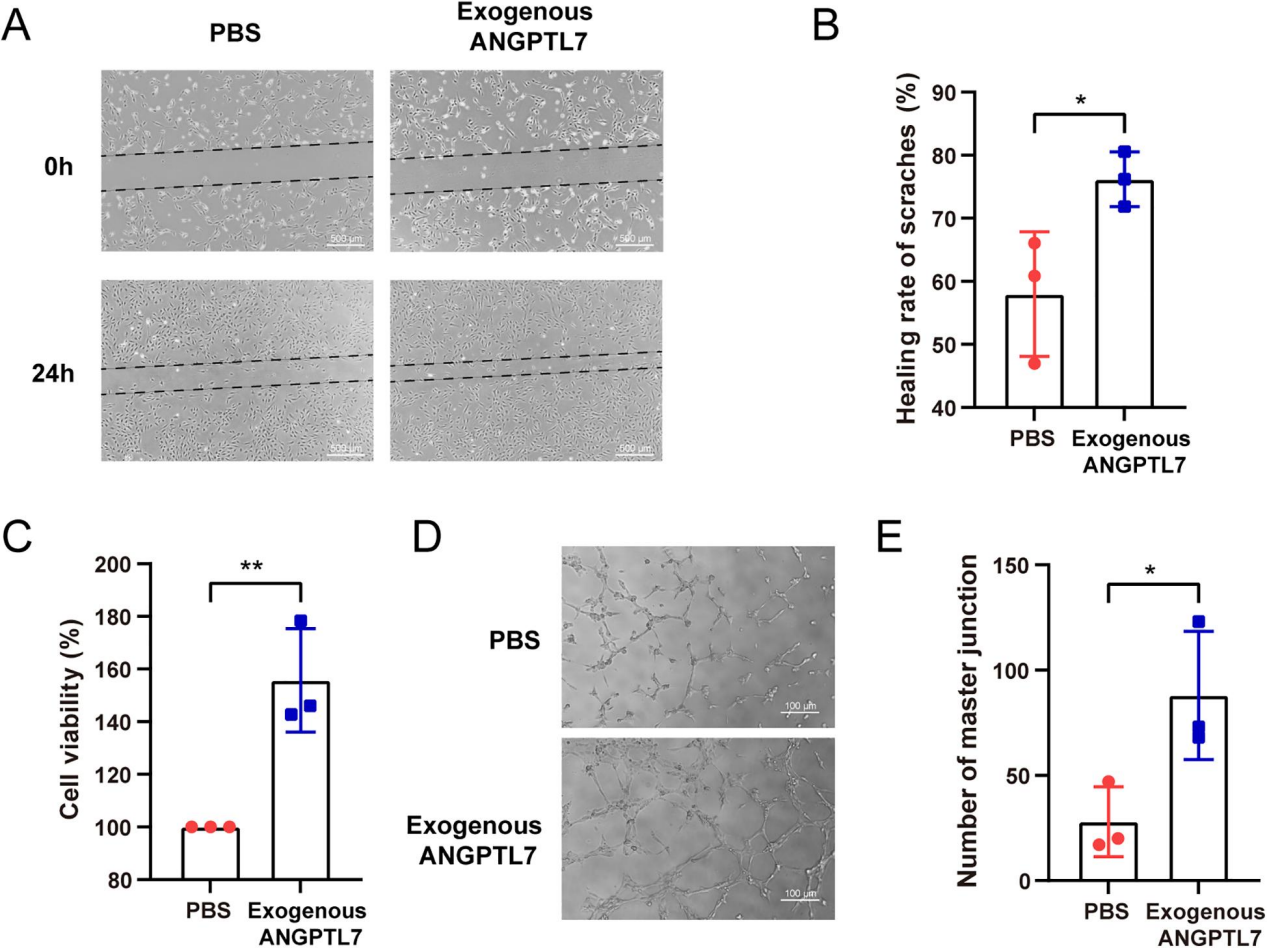
The enhanced endothelial cell proliferation, migration and capillary-like structure formation induced by exogenous ANGPTL7. **(A)** Representative images of scratch assays (40× magnification, scan bar = 500 μm). **(B)** Comparison of scratch healing rates [=(0 h scratch width-24 h scratch width)/0 h scratch width × 100%] between the exogenous ANGPTL7 group and PBS group (three independent experiments were performed, *P < 0.05). **(C)** Cell viabilities (=the relative ratio of cell number) in CCK8 assays were compared between the two groups (three independent experiments were performed, **P < 0.01). **(D)** Representative images of tube formation assays (10× magnification, scan bar = 100 μm). **(E)** Number of master junctions was calculated and compared between the two groups (three independent experiments were performed, *P < 0.05).

**Figure 7:**
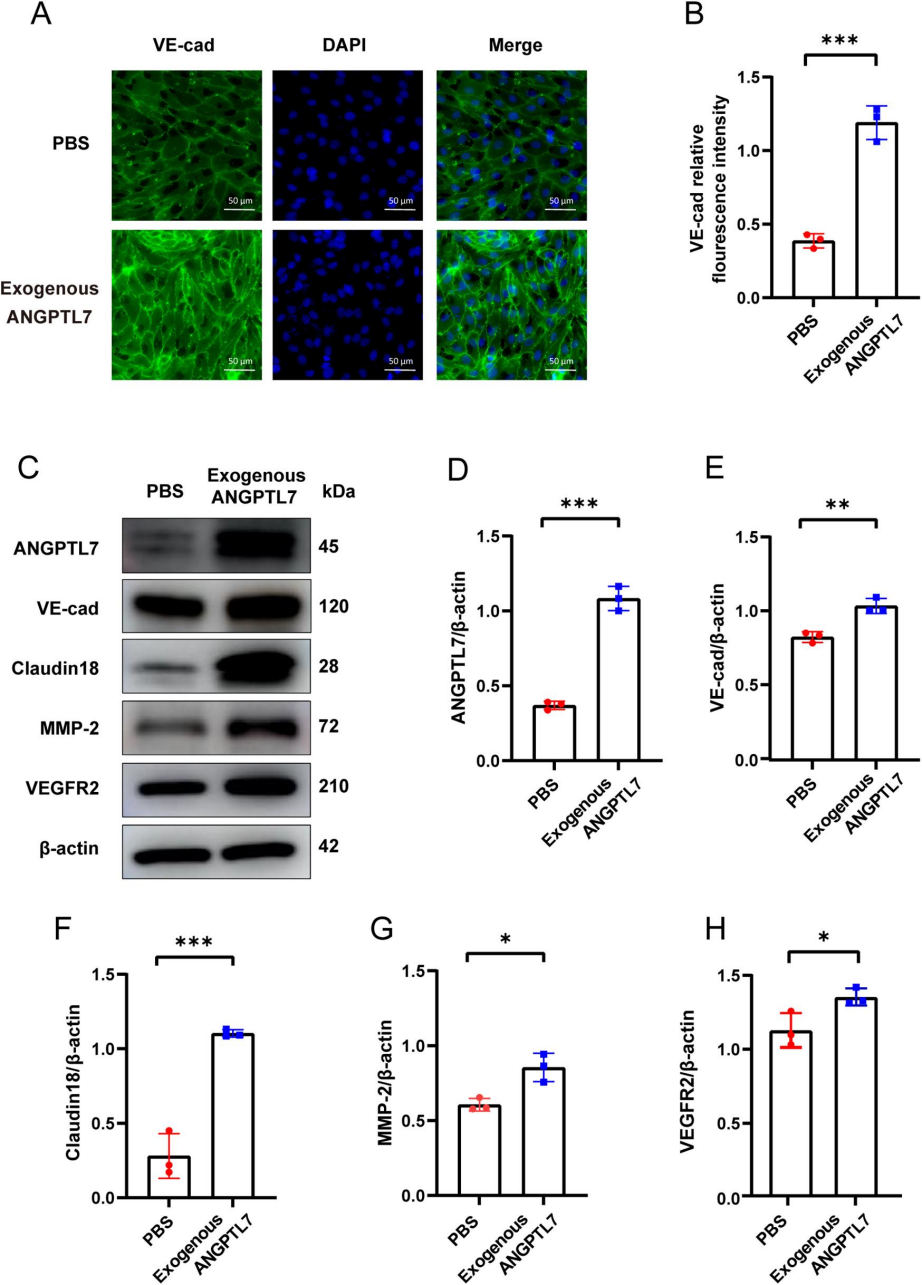
The proangiogenic property of ANGPTL7. **(A)** Representative images of cell immunofluorescence assays (40× magnification, scan bar = 50 μm, VE-cadherin expression region exhibits green fluorescence). **(B)** VE-cadherin expression was detected and quantified by immunofluorescence after 24-h stimulation by exogenous human recombinant ANGPTL7 protein, compared with PBS as control (three independent experiments were performed, ***P < 0.001). **(C)** Representative images of western blot detecting protein levels of ANGPTL7, VE-cadherin, Claudin18, MMP-2, VEGFR2 and internal control β-actin in HUVECs. Western blot analysis was performed to compare the protein levels of ANGPTL7 **(D)**, VE-cadherin **(E)**, Claudin18 **(F)**, MMP-2 **(G)** and VEGFR2 **(H)** between the two groups (three independent experiments were performed, *P < 0.05, **P < 0.01, ***P < 0.001).

To further interrogate the possible mechanisms by which ANGPTL7 promoted angiogenesis, we identified enriched KEGG pathways using GSEA. Top 10 of the pathway enrichment results were shown in Supplementary Figure 1, which can provide initial references for the study on downstream mechanisms in the future.

## 4 Discussion

This study represents a pioneering investigation into the association among ANGPTL7, angiogenesis, CCC, as well as clinical prognosis of CHD patients with SCS. The findings indicate that serum ANGPTL7 exhibits robust specificity and sensitivity in forecasting the extent of CCC, thereby suggesting its potential value as a prognostic biomarker for patients with SCS. Additionally, both mouse model experiments and *in vitro* studies provided further evidence supporting the role of ANGPTL7 in promoting angiogenesis in response to myocardial ischemia following SCS or total occlusion.

Numerous studies on CHD patients have reported lots of clinical factors in relation to the formation of CCC, such as bradycardia (28), exercise (29), metabolic syndrome (including abdominal obesity, hyperglycemia, hypertension, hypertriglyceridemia and low HDL-C) (30), aging (31), smoking, alcoholism (32), the severity of coronary artery lesions (33) and so on. Our study found a significant relationship between severe stenosis of the RCA and CCC levels. The incidence of RCA severe stenosis was notably higher in the good CCC group compared to the poor group, aligning with conclusions from other similar studies. Past researches also indicated that in patients with coronary artery occlusion, those with RCA occlusion tended to exhibit better coronary collateral circulation (34, 35). This possibly ascribe to the fact that LAD and LCX can provide double compensatory collateral supply after severe RCA stenosis or occlusion. Moreover, significant disparities were observed in NT-proBNP, ventricular wall segmental motion abnormalities and acceptance of revascularization between the control group and the other two groups, but no statistical significant differences were found between the good and the poor CCC group. Consequently, the three variables mentioned above were not identified as factors associated with CCC grades in our study. Up till now, studies on the relationship between CCC and the prognosis of CHD have been conducted in patients with acute MI (36), ischemic cardiomyopathy, stable coronary artery disease (37), chronic total occlusion (38), etc. Although a small number of studies suggest no correlation with a reduced risk of MACE (39), the prevailing consensus among scholars is that good CCC brings about a better clinical prognosis. Our study's findings revealed a significantly lower incidence of MACE in the good CCC group compared to the poor group after retrospective follow-up, supporting the mainstream view.

Previous studies once suggested that the formation of CCC is not a process of angiogenesis but solely a result of arteriogenesis (40). That is, the remodeling of pre-existing arterioles gives rise to the lumen enlargement and tube wall thickening, which causes a 10–20 fold increase in blood flow to compensate for the reduced blood supply of occluded vessels (41). But recently, a growing number of studies have highlighted that angiogenesis, as an early step of arteriogenesis, plays a critical role in the formation of CCC. According to a murine model study about coronary collateral growth, researchers induced repetitive myocardial ischemia by placing a pneumatic occluder over the left coronary artery of mice. They found the expression of angiogenesis-related genes, like Cxcr4, Vegfr2, Jag1, Mcp1, and Hif1α, were upregulated at the early stage of the repetitive ischemia-induced coronary collateral growth, indicating the involvement of sprouting endothelial cells in capillary angiogenesis (4), This angiogenic process results in the development of new capillaries extending into functional coronary collateral branches. Myocardial ischemia is now considered to be one of the crucial factors affecting CCC formation, particularly at the early stage (42, 43), where it promotes the secretion of pro-angiogenic factors (44). Yu et al. has revealed the role of interleukin-33 (IL-33) in angiogenesis and cardiac repair after MI for protecting cardiac ischemic injury (45). The methods of this study has provided an important reference to us. Similar results has been found in our study about the proangiogenic effect of ANGPTL7. Subsequently, the newly formed vessels mature into the established coronary collateral circulation, enhancing blood supply to ischemic regions.

Recent researches have shed light on the controversial effects of ANGPTL7 on angiogenesis. Despite being initially thought to possess antiangiogenic properties due to its expression in cornea (14), latest studies have challenged this perception. Parri et al. conducted a study demonstrating that ANGPTL7 is overexpressed in human colorectal cancer and exerts a proangiogenetic effect on HUVECs. They found that ANGPTL7 enhances proliferation, migration, invasiveness and the capacity to form capillary-like vascular lumens of endothelial cells. In addition, they observed that ANGPTL7 promotes neovascularization *in vivo* using mouse Matrigel sponge assay (16). In our opinion, the varying conclusions regarding the effects of ANGPTL7 on angiogenesis may be attributed to the differences in experimental methodologies. The studies supporting the proangiogenetic effect of ANGPTL7 directly utilized recombinant ANGPTL7 protein to stimulate HUVECs and validated the findings with mouse models (16). Conversely, studies indicating antiangiogenic properties of ANGPTL7 relied on the culture medium supernatant from ANGPTL7-overexpressed tumor cells (46) or corneal cell co-cultures (18), which could be easily interferred by other substances secreted by tumor or corneal stromal cells. What's more, tissue-specific effects should not be overlooked. ANGPTL7 is an anti-angiogenic factor in human cornea and responsible for maintaining tissue avascularity. However, in vascular endothelial cells of tumor, it may regulate pathways of angiogenic sprouting and microvascular remodeling through the interaction with microenvironmental factors. To address this discrepancy, we employed exogenous human ANGPTL7 recombinant protein as a stimulant for HUVECs and found enhanced migration, proliferation, tube formation, vessel maturation and stability, basically aligning with the results of Parri et al. (16).

Current studies only reported the angiogenic effect of ANGPTL7, however, the association between serum ANGPTL7 and CCC has not yet been explored. Our study reported for the first time that serum ANGPTL7 level was positively associated with increased CCC grades. For patients with severe coronary stenosis, participants in the control group and the poor CCC group both had lower serum ANGPTL7 concentrations than the good CCC group. Furthermore, ROC curve analysis showed serum ANGPTL7 had a good predictive performance for CCC levels. Evidence from mouse studies suggests that neocollaterals form rapidly after coronary occlusion in mice (47). It was also found in our sudy that the mice in MI group had significantly higher serum ANGPTL7 levels as determined by ELISA. Taken together, ANGPTL7 appears to be intimately associated with the formation of CCC by influencing angiogenesis.

There have been relatively few studies on the role of ANGPTL7 in cardiovascular diseases. The serum level of ANGPTL7 was reported to be independently associated with the short-term mortality among patients with acute heart failure (48), but it remained to be further explored whether it is involved in myocardial remodeling. Moreover, ANGPTL7 seemed to have relavence to high-risk factors of atherosclerosis and CHD such as inflammation (49), endothelial cell injury (50), obesity (51) and diabetes (52). Therefore, further investigations into the role of ANGPTL7 in the development of CHD are warranted. Currently, there is no available data on the correlation between ANGPTL7 and the prognosis of CHD patients with SCS, which is defined as ≥90% stenosis in at least one major coronary artery. Our study revealed for the first time that the patients with MACE had significantly lower levels of serum ANGPTL7 than those without events after about 4-year follow-up. Through Cox proportional hazards regression analysis and time-dependent ROC curve analysis, we finally demonstrated that ANGPTL7 is an independent prognostic factor with a good predictive value for MACE in patients with SCS. Combining the clinical findings with *in vitro* studies, it is resonable to draw an inference that the impact of ANGPTL7 on CHD outcomes probably attributed to its role in CCC. However, this remains a speculative hypothesis by now and requires further investigations.

The exciting translational potential of the promising prognostic value of ANGPTL7 in patients with SCS warranted a discussion on its possible integration into clinical practice. Firstly, the quantitative assessment of serum ANGPTL7 could augment current risk stratification models. By providing an objective measure of the angiogenic capacity, it may help identify a subgroup of patients with poor CCC development who are at heightened risk for future MACE, thus meriting more aggressive therapeutic interventions or closer follow-up. Secondly, serial measurement of ANGPTL7 levels could serve as a dynamic biomarker to monitor therapeutic efficacy. For instance, it could be used to assess the response to treatments of promoting angiogenesis or to evaluate the natural progression of collateralization over time. Finally, with the development of therapies targeting angiogenesis, pretreatment ANGPTL7 levels might help select patients who are most likely to benefit from such proangiogenic therapies, paving the way for a more personalized approach in managing CHD. While these applications are speculative, they are grounded in the strong predictive value we observed and mirror the clinical development of other cardiovascular biomarkers.

Several limitations of our study should be considered. First, this was a single-center retrospective study with a relatively small sample size, which may cause selectivity bias, so negative findings in our study should be interpreted cautiously and large-scale and prospective studies were essential in the future. Second, we adopted the Rentrop score system, the most routinely used approach, to evaluate the presence and degree of CCC. Yet this is a relatively subjective method and other assessments like CFI may be more accurate. Third, although HUVECs are a standard model for endothelial studies, the use of cardiac-specific endothelial cells would enhance the translational relevance of the findings to CCC. Therefore, primary cardiac endothelial cells or a cardiac microvascular endothelial cell line were considerable in further studies. Finally, our *in vitro* experiments only demonstrated the proangiogenic effect of ANGPTL7, but the study on the exploration of its downstream mechanism in coronary collateral formation was inadequate.

## 5 Conclusion

In conclusion, this study revealed the association among ANGPTL7, angiogenesis, CCC and the prognosis of patients with SCS. The serum level of ANGPTL7 was positively correlated to CCC and could serve as a biomarker for evaluating the coronary collateral level, which is probably attributed to its ability to promote collateral angiogenesis. In addition, the serum ANGPTL7 has a potential predictive value for the prognosis of CHD patients with SCS. Specifically, it was concluded that a higher serum level of ANGPTL7 was associated with a better clinical outcome. Finally, ANGPTL7 performed a proangiogenic effect on vascular endothelial cells.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308783.

# Supplementary material for: Associations of angiopoietin-like protein 7 with coronary collateral circulation and prognosis of patients with severe coronary artery stenosis
**Source:** Front Cardiovasc Med. 2025 Oct 10;12:1559267. doi: 10.3389/fcvm.2025.1559267
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Tables

**Table S1** Baseline characteristics of all the patients in control group

| Variables                | Lost to follow up<br>(n=19) | Finally included<br>(n=36) | P-value |
|--------------------------|-----------------------------|----------------------------|---------|
| General conditions       |                             |                            |         |
| Age (years)              | 62.74±4.69                  | 60.61±10.12                | 0.293   |
| Male, n (%)              | 12 (63.2)                   | 20 (55.6)                  | 0.587   |
| BMI (kg/m <sup>2</sup> ) | 25.43±2.26                  | 25.55±3.81                 | 0.905   |
| Hypertension, n (%)      | 10 (52.6)                   | 23 (63.9)                  | 0.418   |
| DM, n (%)                | 6 (31.6)                    | 14 (38.9)                  | 0.592   |
| Smoking, n (%)           | 5 (26.3)                    | 7 (14.9)                   | 0.808   |
| Drinking, n (%)          | 8 (42.1)                    | 10 (27.8)                  | 0.282   |
| FH of CHD, n (%)         | 3 (15.8)                    | 3 (8.3)                    | 0.698   |
| Carotid plaque, n (%)    | 16 (84.2)                   | 31 (86.1)                  | 1.000   |
| Laboratory tests         |                             |                            |         |

|                            |                          |                         |       |
|----------------------------|--------------------------|-------------------------|-------|
| NT-proBNP (pg/mL)          | 110.00<br>(75.00,256.00) | 79.00<br>(45.55,140.28) | 0.144 |
| hs-cTNI (ng/L)             | 3.53 (1.92,6.11)         | 4.24 (1.95,7.41)        | 0.723 |
| SCr (μmol/L)               | 69.63±11.67              | 68.72±13.09             | 0.801 |
| ALT (U/L)                  | 20.16±13.61              | 20.56±10.24             | 0.091 |
| AST (U/L)                  | 21.00<br>(16.00,23.00)   | 18.50<br>(16.25,23.50)  | 0.710 |
| FPG (mmol/L)               | 5.68 (4.12,6.42)         | 5.53 (4.85,7.09)        | 0.426 |
| TC (mmol/L)                | 4.17 (3.25,4.47)         | 3.63 (3.22,4.25)        | 0.344 |
| LDL-C (mmol/L)             | 2.40±0.46                | 2.16±0.69               | 0.168 |
| HDL-C (mmol/L)             | 1.05±0.33                | 1.06±0.25               | 0.887 |
| TG (mmol/L)                | 1.48 (1.03,1.92)         | 1.41 (1.00,1.80)        | 0.626 |
| Echocardiography           |                          |                         |       |
| LVEF                       | 0.62±0.05                | 0.64±0.04               | 0.095 |
| IVS (mm)                   | 10.00 (9.00,11.00)       | 10.00 (9.00,11.00)      | 0.269 |
| Cardiovascular medications |                          |                         |       |
| antiplatelet drugs, n (%)  | 19 (100.0)               | 36 (100.0)              | ——    |

|                                   |            |            |       |
|-----------------------------------|------------|------------|-------|
| statins, n (%)                    | 19 (100.0) | 36 (100.0) | ——    |
| β-blockers, n (%)                 | 14 (73.7)  | 30 (83.3)  | 0.620 |
| ACEI/ARB/ARNI, n (%)              | 7 (36.8)   | 13 (36.1)  | 0.957 |
| CCB, n (%)                        | 7 (36.8)   | 8 (22.2)   | 0.247 |
| nitrates, n (%)                   | 8 (42.1)   | 18 (50.0)  | 0.577 |
| nicorandil, n (%)                 | 13 (68.4)  | 25 (69.4)  | 0.938 |
| Coronary revascularization, n (%) | 7 (36.8)   | 13 (36.1)  | 0.957 |

Data were presented with mean±SD, median with interquartile range or n(%). BMI, body mass index; DM, diabetes mellitus; FH of CAD, family history of coronary heart disease; NT-proBNP, N-terminal pro-brain natriuretic peptide; hs-cTNI, high-sensitivity cardiac troponin I; SCr, serum creatinine; ALT, alanine aminotransferase; AST, aspartate transaminase; FPG, fasting plasma glucose; TC, total cholesterol; LDL-C, low-density lipoprotein-cholesterol; HDL-C, high-density lipoprotein-cholesterol; TG, triglyceride; LVEF, left ventricle ejection fraction; IVS, intraventricular septum; ACEI, angiotensin-converting enzyme inhibitors; ARB, angiotensin receptor blockers; ARNI, angiotensin receptor & neprilysin inhibitors; CCB, calcium channel blockers; SD, standard deviation.

**Table S2** Baseline characteristics of all the patients in SCS group

| Variables                | Lost to follow up<br>(n=38) | Finally included<br>(n=100) | <i>P</i> -value |
|--------------------------|-----------------------------|-----------------------------|-----------------|
| General conditions       |                             |                             |                 |
| Age (years)              | 63.34±6.47                  | 63.45±9.63                  | 0.940           |
| Male, n (%)              | 26 (68.4)                   | 71 (71.0)                   | 0.767           |
| BMI (kg/m <sup>2</sup> ) | 26.27±2.15                  | 25.55±3.24                  | 0.137           |
| Hypertension, n (%)      | 25 (65.8)                   | 61 (61.0)                   | 0.604           |
| DM, n (%)                | 16 (42.1)                   | 37 (37.0)                   | 0.582           |
| Smoking, n (%)           | 16 (42.1)                   | 41 (41.0)                   | 0.906           |
| Drinking, n (%)          | 16 (42.1)                   | 47 (47.0)                   | 0.606           |
| FH of CHD, n (%)         | 7 (18.4)                    | 19 (19.0)                   | 0.938           |
| Carotid plaque, n (%)    | 34 (89.5)                   | 93 (93.0)                   | 0.740           |
| Laboratory tests         |                             |                             |                 |
| NT-proBNP (pg/mL)        | 142.60<br>(57.25,655.00)    | 199.90<br>(108.48,448.75)   | 0.158           |
| hs-cTNI (ng/L)           | 7.24 (3.34,20.66)           | 4.17 (0.01,10.69)           | 0.074           |

|                                |                        |                        |       |
|--------------------------------|------------------------|------------------------|-------|
| SCr (μmol/L)                   | 73.11±13.36            | 73.75±13.85            | 0.806 |
| ALT (U/L)                      | 27.50<br>(12.75,42.25) | 19.00<br>(13.00,28.00) | 0.204 |
| AST (U/L)                      | 21.50<br>(16.75,26.50) | 19.00<br>(16.00,23.00) | 0.146 |
| FPG (mmol/L)                   | 5.70 (4.53,6.32)       | 5.15 (4.68,6.00)       | 0.291 |
| TC (mmol/L)                    | 3.85±0.51              | 3.80±0.97              | 0.676 |
| LDL-C (mmol/L)                 | 2.17±0.47              | 2.21±0.77              | 0.728 |
| HDL-C (mmol/L)                 | 1.03±0.26              | 1.04±0.24              | 0.890 |
| TG (mmol/L)                    | 1.49 (1.01,1.89)       | 1.37 (1.00,1.77)       | 0.436 |
| Echocardiography               |                        |                        |       |
| LVEF                           | 0.60 (0.52,0.64)       | 0.61 (0.56,0.67)       | 0.120 |
| IVS (mm)                       | 10.74±1.59             | 10.90±1.43             | 0.563 |
| wall-motion abnormality, n (%) | 16 (42.1)              | 39 (39.0)              | 0.739 |
| Severe stenosis                |                        |                        |       |
| LAD, n (%)                     | 24 (63.2)              | 63 (63.0)              | 0.986 |
| LCX, n (%)                     | 16 (42.1)              | 44 (44.0)              | 0.841 |
| RCA, n (%)                     | 20 (52.6)              | 52 (52.0)              | 0.947 |

|                                   |            |             |       |
|-----------------------------------|------------|-------------|-------|
| Multivessel, n (%)                | 19 (50.0)  | 49 (49.0)   | 0.916 |
| Cardiovascular medications        |            |             |       |
| antiplatelet drugs, n (%)         | 38 (100.0) | 100 (100.0) | —     |
| statins, n (%)                    | 38 (100.0) | 100 (100.0) | —     |
| β-blockers, n (%)                 | 34 (89.5)  | 86 (86.0)   | 0.796 |
| ACEI/ARB/ARNI, n (%)              | 19 (50.0)  | 48 (48.0)   | 0.834 |
| CCB, n (%)                        | 8 (21.1)   | 27 (27.0)   | 0.473 |
| nitrates, n (%)                   | 17 (44.7)  | 43 (43.0)   | 0.854 |
| nicorandil, n (%)                 | 28 (73.7)  | 74 (74.0)   | 0.970 |
| Coronary revascularization, n (%) | 34 (89.5)  | 85 (85.0)   | 0.496 |

Data were presented with mean±SD, median with interquartile range or n(%). BMI, body mass index; DM, diabetes mellitus; FH of CAD, family history of coronary heart disease; NT-proBNP, N-terminal pro-brain natriuretic peptide; hs-cTNI, high-sensitivity cardiac troponin I; SCr, serum creatinine; ALT, alanine aminotransferase; AST, aspartate transaminase; FPG, fasting plasma glucose; TC, total cholesterol; LDL-C, low-density lipoprotein-cholesterol; HDL-C, high-density lipoprotein-cholesterol; TG, triglyceride; LVEF, left ventricle ejection fraction; IVS, intraventricular septum; ACEI, angiotensin-converting enzyme inhibitors; ARB, angiotensin receptor blockers; ARNI, angiotensin receptor & neprilysin inhibitors; CCB, calcium channel blockers; SD, standard deviation.

## 2 Supplementary Figures

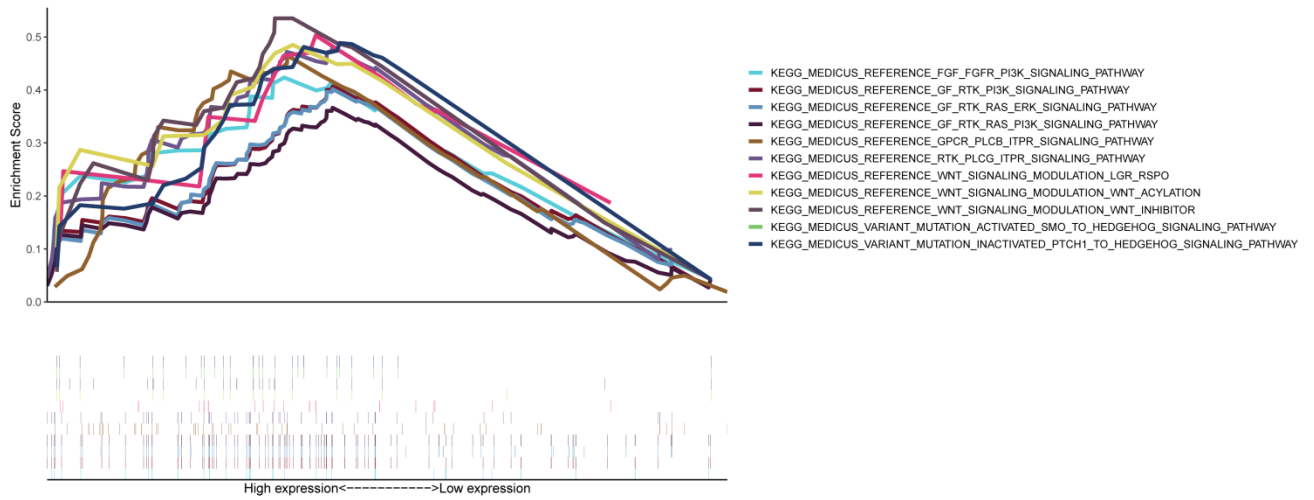

**Fig. S1** KEGG pathway enrichment analysis on downstream mechanisms by which ANGPTL7 promotes angiogenesis.

How the deposited data were processed for this re-analysis (not part of the article)

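Myocardial RNA was sequenced in 7 male mice, 3 of them 4 days after ligation of the left coronary artery and 4 after sham surgery, each mouse giving 1 library. The groups were taken from the sample labels. The authors deposited FPKM values, normalized by gene length and by the fragments of each library, for 56980 genes, and all columns of values were used (0 left unused). The values were tested before use: column totals differed between libraries, from 378221 to 476593, so they are not TPM. For 99.99% of the genes above 0 a length was found at which they were whole fragments in all mice. That length was fitted for each gene, so the share is no strict test, least of all for genes with few fragments. The recovered fragments summed to between 87.8% (MI replicate 2) and 94.0% (MI replicate 1) of the depths. The text of the paper does not state which aligner, annotation or counting program made them, or whether counting used the strand.

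Gene identifiers were joined to symbols and positions in GENCODE M21 on GRCm38, which held 52073 of them (91.4%). Whole fragments were recovered per gene by searching lengths from 20 to 120000 bases for the one that brought all mice within 0.05 of a whole number, and were used for depths and fragment numbers. The length implied by the FPKM values was 2157 bases for Angptl7, equal to its exon length in GENCODE M21, but 5468 against 3541 for Angptl4, 2717 against 2408 for Vegfd and 1822 against 1202 for Ang, so the lengths behind the deposited values were not all those of this release. The recovery was tested on simulated data: the largest error in depth was 0.0%, and the fragments were exact in 99.11% of the 14981 simulated genes with at least 100 fragments and in 90.58% of all 27697. Gene values at these depths rest on the fragment numbers given with them. The SD over mice covers both counting error and the difference between animals.

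Values were analysed as log2(FPKM + 1). The 11431 genes with an FPKM of at least 1 in at least 3 mice were tested with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, MI against sham, without covariates, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The lines drawn in Fig. 2A, an unadjusted p of 0.05 and an absolute log2 fold change of 0.5, were applied as a second criterion. The paper's statistics section names general tests for the whole article and none for the sequencing data. For Ang, Vegfd, Angptl4 and Angptl7, and for the difference between Angptl7 and each of the others, exact two-sided permutation tests were run over the 35 splits of 7 mice into 3 and 4, where the smallest p is 0.0571. Of 12 gene lists written by hand, 11 had genes that passed the filter and were tested with limma's camera at an inter-gene correlation of 0.01. Other steps used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

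Genes are named by a rule: those the paper names for mouse tissue, other members of the angiopoietin-like family, the genes of the paper's western blots and discussion, and up to 5 genes with the largest increase and 5 with the largest decrease among those at an adjusted p under 0.05 whose groups do not overlap, which left 3. Not every gene under this rule is reported here. The tests, the gene lists, this rule and 19 of the alternatives that were run were set before the data were examined, and 2 alternatives were added afterwards. The alternatives were a pseudocount of 0.1, no filter, a filter on the mean, rescaling to TPM, quantile normalization, scaling by the median log-ratio, limma without the trend or with sample weights, gene-by-gene tests without moderation with equal or unequal variances, a block for replicate number, camera with the correlation estimated, and each of the 7 mice left out. Those added were leaving out the 37 mitochondrial genes and voom weights on the recovered fragments.

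The tests were also tested on simulated data with 200 of 11431 genes changed. With the spread of the sham-operated mice, limma called 193 of the changed genes and 15 unchanged ones. With the pooled spread within groups it called 154 and 11. With the changed genes left unchanged in 1 of the 3 simulated MI mice, it called 0 and 0, and 165 changed genes passed the lines of Fig. 2A. The serum, cell culture, immunoblot and public microarray data of the article were not analysed here.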

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

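All tests of explanations below were chosen after the result they concern was seen, except the comparison of each gene list with other splits of the hearts. Changes of gene lists are medians of log2 fold changes relative to the median gene.

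In 4 sets of sham values, 1 heart stood apart, its gap to the nearest of the others taking up most of the range of the 4 hearts. The share was 1.00 for the FPKM of Angptl8, which was listed at 0 in sham replicates 1 to 3 and at 0.116 in sham replicate 4. It was 0.856 for the score of heart stress genes, where sham replicate 4 was lowest at -0.47, 0.841 for macrophage genes, where sham replicate 3 was lowest at -0.15, and 0.895 for tendon, cartilage and fibrocartilage matrix genes, where sham replicate 2 was lowest at -0.10. The shares exceed Dixon's critical value for 4 values. Of 34 sets tested, chance gives 1.7, and the binomial probability of 4 or more is 0.0881, so chance among the sets tested may account for them. No biological explanation was tested, since the labels give no difference between sham hearts.

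Of the 11 gene lists tested, 5 passed the camera test, in genes the paper does not discuss. Mitochondrial oxidative metabolism genes changed by -0.82 (adjusted p 2.27e-14, higher in 1 of 26 genes) and cardiomyocyte genes by -0.84 (adjusted p 9.39e-13, higher in 1 of 23). Fibroblast and matrix genes changed by 2.26 (adjusted p 1.48e-05, higher in 22 of 22), macrophage genes by 1.32 (adjusted p 0.00125, higher in 14 of 14) and tendon, cartilage and fibrocartilage matrix genes by 2.61 (adjusted p 0.0104, higher in 8 of 8). The adjusted p ranged over 16 alternatives from 1.06e-23 to 0.69 for mitochondrial, 1.07e-18 to 0.69 for cardiomyocyte, 8.56e-10 to 0.759 for fibroblast, 1.66e-06 to 0.759 for macrophage and 5.39e-05 to 0.759 for tendon genes, and the direction held in all 16 for each of the 5. Over all genes tested, 0 members of these lists passed an adjusted p of 0.05. Adjusted within each list alone, 21 of 22 fibroblast, 14 of 14 macrophage and 7 of 8 tendon genes passed, and 0 of 23 cardiomyocyte and 0 of 26 mitochondrial genes, while at an unadjusted p under 0.05 4496 of all genes tested differed. The scores of MI replicates 1, 2 and 3, as the mean change from the sham hearts, were 3.79, 0.50 and 3.55 for fibroblast, 2.32, 0.16 and 2.12 for macrophage, 3.35, 0.38 and 3.22 for tendon, -0.94, -0.076 and -0.67 for cardiomyocyte and -1.02, 0.030 and -0.73 for mitochondrial genes.

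Other splits of the 7 hearts were compared with the real one, among the 8 that part as many same-numbered pairs and among all 35. The p was as small in 1 of 8 and 1 of 35 for fibroblast, 2 of 8 and 2 of 35 for macrophage, 2 of 8 and 2 of 35 for tendon, 2 of 8 and 9 of 35 for cardiomyocyte, and 3 of 8 and 11 of 35 for mitochondrial genes. With 8 splits the share cannot fall under 0.05. All splits with a p as small keep MI replicates 1 and 3 on the same side, so they carry much of the difference between MI and sham and are not a comparison free of it. A difference in depth was set aside, since the ratio of mean depth in MI to sham was 1.04 and the ranges overlapped. After median log-ratio scaling 5 of the 5 lists still passed, but that scaling cannot move a change relative to the median gene. Normalization to all fragments is also a factor for a whole heart, which cannot by itself move lists away from the median gene in both directions. With quantile normalization, which is not such a factor, all 5 lists passed. Fibroblast genes then changed by 2.38, macrophage by 1.35, tendon by 2.66, mitochondrial by -0.76 and cardiomyocyte genes, less than before, by -0.45. These values argue against normalization as the source of the 5 changes. Genes of a list that move together from heart to heart remain a candidate explanation for the small p-values: with the correlation within lists estimated from the data, the smallest adjusted p was 0.69. That correlation includes the distance of MI replicate 2 from the other MI hearts, so it does not separate the explanation from an MI effect of unequal size. All 3 MI scores lay above the highest sham score for fibroblast (0.12), macrophage (0.069) and tendon genes (0.041). For cardiomyocyte genes all 3 lay below the lowest sham score of -0.026. For mitochondrial genes MI replicate 2, at 0.030, lay above the highest sham score of 0.019, opposite to MI replicates 1 and 3. A loss of cardiomyocytes with more fibroblasts and macrophages after MI may give the pattern, as a hypothesis that these tests leave open beside genes moving together.

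At an adjusted p under 0.05, 3 genes differed, and the paper discusses none of them. The log2 fold change was 1.26 for Krt14, 1.25 for Igkj3 and -1.69 for Tfrc, each with an adjusted p of 0.0323 and with the 3 MI hearts all on one side of the 4 sham hearts. Krt14 had 0 fragments in each sham heart and 55, 43 and 71 in MI replicates 1 to 3. Tfrc had 2789 to 3780 fragments in the sham hearts and 738, 827 and 1052 in the MI hearts. Igkj3, a segment of 38 bases, had 3, 2 and 2 fragments in the MI hearts and 0 in the sham hearts, and with no more than 3 fragments in any heart, too few fragments remain a possible explanation. Skin in the MI samples was tested for with an epidermis list of 5 genes, which rose by 0.18, while a mesothelium list of 7 genes rose by 1.05 (exact two-sided p 0.0571 for each, the smallest possible). The epidermis rise came almost wholly through Sbsn (0.208 to 0.272 FPKM in the sham hearts and 1.55, 0.634 and 1.38 in MI replicates 1 to 3). Krtdap and Dsc3 were listed at 0 in every sham heart. Krtdap stood at 0.116, 0.112 and 0 FPKM in MI replicates 1 to 3, and Dsc3 at 0.122, 0 and 0.040. Dsg3 was listed at 0 in every heart, and Trp63 in the MI hearts (0.039 to 0.081) did not exceed the sham hearts (0.041 to 0.155). Skin as a source of Krt14 cannot be ruled out from these values. Both lists were written after the high genes of MI replicate 2 had been seen, and were shortened, after a first result, to leave out genes already looked at. For Krt14 and Tfrc the larger adjusted p after median log-ratio scaling was 0.0258, within a range over alternatives of 3.72e-08 to 0.389 for Krt14 and 2.72e-07 to 0.348 for Tfrc. With TPM, Tfrc had a log2 fold change of -1.62 and an adjusted p of 0.0783, so normalization was not ruled out for its call. The log2 fold change of Tfrc stayed at -1.94 to -1.47 over 20 alternatives, which argues against normalization as the source of the lower values. The ratio of mean depth, 1.04, was too small to give these changes. For Tfrc a response to MI may be a cause of the lower values, as a hypothesis found and tested on the same hearts. MI replicate 2, near the sham hearts in most genes, was as low in Tfrc as the other MI hearts. The paper does not state on which day the sham hearts were collected, so a difference in collection between the groups remains open too. An effect of normalization on the call of Tfrc remains open. For Krt14 a response to MI cannot be told apart from other tissue in the samples.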

How the results depend on the processing

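Leaving out the mitochondrial genes and the voom weights were alternatives chosen after seeing the data. The edgeR and DESeq2 tests listed beforehand for reads were not run, since the deposited values are FPKM. The cause of each change below was not tested except where a value is given for it.

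The numbers of genes depended on the processing, with 32 of 80 within 1.5 times the number first reported. At an adjusted p under 0.05, 2 genes were higher in MI and 1 lower. The numbers were 5 and 1 with a pseudocount of 0.1, 20 and 1 without a filter, 10 and 5 with quantile normalization, 6 and 2 with median log-ratio scaling, 10 and 4 with mitochondrial genes left out, and 1 and 1 with voom weights. With TPM they were 2 and 0 (4702 genes at an unadjusted p under 0.05). They were 0 and 0 with the filter on the mean (4740 at an unadjusted p under 0.05), with the tests without moderation at equal (3119) or unequal variances (856), and with the replicate block (2332). Across the 7 fits that each left out 1 heart, from 0 to 6512 genes were higher and from 0 to 1683 lower (1487 to 8492 at an unadjusted p under 0.05), the highest without MI replicate 2.

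With sample weights in limma, 7636 genes were higher and 2316 lower at an adjusted p under 0.05, and 3730 and 910 past the lines of Fig. 2A. The weights were 0.907, 1.32, 1.17 and 0.835 for sham replicates 1 to 4 and 0.0906, 0.0217 and 436.7 for MI replicates 1 to 3, and their estimation did not converge. The MI side then rests almost on MI replicate 3 alone, so these calls carry no spread between MI hearts.

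Past the lines of Fig. 2A, 2040 genes were higher and 549 lower. The numbers were 3741 and 296 with TPM, 1007 and 1143 with quantile normalization, 1143 and 1107 with median log-ratio scaling, 1052 and 384 without moderation at equal variances and 107 and 86 at unequal variances. Leaving out 1 heart gave 637 to 4006 higher and 177 to 962 lower.

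The log2 fold changes of Ang, Vegfd, Angptl4 and Angptl7 kept their direction in all 80 comparisons, and in 72 stayed above an adjusted p of 0.05. The 8 others were sample weights (1.20, 1.78, 2.32 and 4.21) and the fit without MI replicate 2 (1.29, 1.93, 2.595 and 3.88). Over the alternatives the adjusted p ranged from 5.36e-08 to 0.389 for Ang, 4.31e-08 to 0.389 for Vegfd, 6.55e-08 to 0.389 for Angptl4 and 1.84e-07 to 0.389 for Angptl7. Leaving out each heart gave 0.71 to 1.29 for Ang, 1.09 to 1.93 for Vegfd, 1.50 to 2.595 for Angptl4 and 2.25 to 3.88 for Angptl7. The rise of Angptl7 over each other gene kept its direction in 39 of 39 comparisons over the 13 alternatives in which it was recomputed within each heart, including median log-ratio scaling, which cannot move it, at 1.45 to 2.59 over Ang, 1.01 to 1.95 over Vegfd and 0.45 to 1.29 over Angptl4. Sample weights act on the fit only, while voom on the recovered fragments also replaces the log2(FPKM + 1) values. With sample weights the gaps between the log2 fold changes were 3.01 over Ang, 2.42 over Vegfd and 1.88 over Angptl4. With voom they were 2.07, 1.14 and 0.50, near the 2.06, 1.20 and 0.59 with a pseudocount of 0.1.

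Among 176 comparisons of gene lists, 163 kept direction and side. With the correlation estimated, cardiomyocyte (-0.84), fibroblast and matrix (2.26), macrophage (1.32), mitochondrial (-0.82) and tendon (2.61) lists no longer passed. Angiogenic ligands and receptors passed with quantile normalization (0.20), heart stress with quantile normalization (1.18) and median log-ratio scaling (1.09), and proliferation without a filter (0.56), with quantile normalization (0.59) and with median log-ratio scaling (0.60). The endothelial list, at 0.012, reversed to -0.0099 with the filter on the mean, and ranged from -0.015 to 0.047 with each heart left out. The neutrophil list had 0 genes past the filter, and so no value to compare with. Without a filter its 11 genes, 11 of them higher, changed by 0.47 relative to the median gene and passed (adjusted p 0.024), and with the filter on the mean 1 gene, at 1.18, did not (adjusted p 0.572). Of 258 comparisons of other named genes, 6 reversed, 16 passed only under the alternative and 29 no longer passed. Angptl6, at -0.090, was 0.041 with TPM and 0.047 with sample weights. Cdh5, at 0.059, was -0.11 with quantile normalization, -0.15 with median log-ratio scaling, -0.070 with mitochondrial genes left out, and from -0.045 to 0.20 with each heart left out.

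Same-numbered MI and sham hearts are different animals, and after removing group means Pearson's r across genes was -0.080 to 0.074 between them, against -0.091 to 0.081 between other pairs, and the reported values use no block. Depth limits low genes: Vegfd rested on 33 to 44 fragments per sham heart, and Igkj3 on 2 or 3 in each MI heart.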

Differences from the paper's values

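For the mean FPKM of Angptl4 in sham-operated mice the paper's bar is at about 1.3 in Fig. 2B, read by eye, and the deposited values give 0.751 ± 0.258 (SD, n = 4). Of 10 alternatives set before the data were examined, 3 leave out an MI heart and cannot change a sham mean. Of the other 7, rescaling to TPM, which is another unit, gave 1.59 and fell within the limits of the paper's value, and the rest, at 0.66 to 0.864, did not. The paper's Angptl4 bar in MI mice, about 12 against 7.09 ± 5.06 (SD, n = 3), stayed within the limits only through this wide spread. In both groups the bars, read by eye, stood above the deposited means for Vegfd, Angptl4 and Angptl7 and below them for Ang. A difference of scale per gene was not tested. The other means of Fig. 2B, and the changes and p-values of the 4 genes read from Fig. 2A, were within the limits set for each kind of value.

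The paper ranks Angptl7 as the most significantly raised of the 4 genes. Here it had the largest log2 fold change (2.88), but Angptl4 had the smallest unadjusted limma p (0.00362, against 0.00599 for Angptl7). Angptl7 had the smallest only with a block for replicate number. The points of Fig. 2A, read by eye, stand in the same order as the p-values here. Their minus log10 p was about 1.9 for Angptl4, 1.8 for Vegfd, 1.7 for Angptl7 and 1.6 for Ang. The difference is thus from the paper's wording, not from its Fig. 2A.

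The paper marks Ang, Vegfd, Angptl4 and Angptl7 as significant in Fig. 2B. Here the unadjusted limma p was 0.00362 to 0.00842, the p adjusted over all genes was 0.108 for each, and the exact two-sided permutation p was 0.0571 for each, the smallest possible. Without MI replicate 2, each of the 4 had an adjusted limma p under 0.05 (2.02e-05 for Ang, 1.07e-05 for Vegfd, 4.1e-05 for Angptl4 and 8.98e-05 for Angptl7). Each also passed with sample weights in limma, but that fit rested almost on MI replicate 3 alone. Over all alternatives the adjusted p of each reached 0.389.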

Other observations

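All tests of explanations in these paragraphs were chosen after the result they concern was seen.

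MI replicate 2 lay near the sham hearts in most genes. On the first principal component, which held 85.6% of the variance, the sham hearts stood at -23.8 to -26.2, MI replicates 1 and 3 at 64.9 and 54.2, and MI replicate 2 at -18.7. A mislabelled sham sample was tested for by counting genes whose groups were at least 1 log2 unit apart. The real split gave 19 such genes, 18 higher and 1 lower in MI, against 0 to 2 when MI replicate 2 was exchanged for a sham heart and at most 3 in any other of the 35 splits, so an exchanged label does not account for them. The depth of MI replicate 2 was 1.02 times the mean of the other 6. Pearson's r across genes of MI replicate 2 with MI replicates 1 and 3 was 0.897 and 0.920, below that with every sham heart, and a factor for a whole heart leaves r nearly unchanged, so such a factor does not account for its place. If MI tissue had been diluted with uninjured tissue, all lists would keep about the same share of the change in MI replicate 1. The median share was 41.5% for the 4 genes of the mesothelium list that passed the filter and 2.32% for fibroblast and matrix genes (29.9% and 3.57% of the change in MI replicate 3). The mesothelium list was written after high genes of MI replicate 2 had been seen and shortened after a first result, so this comparison leans toward a high share and does not settle the question. The share was therefore also taken in the 12 genes named beforehand that lay outside the sham range in MI replicates 1 and 3. Of the change in MI replicate 1, it was -23.1% to 10.2% in 10 of them, 163% in Kdr (error 86.0) and 123% in Vegfa (error 16.1). Of the change in MI replicate 3, it was -12.5% to 16.0% in the 10, 96.6% in Kdr (error 50.9) and 151% in Vegfa (error 19.8). These errors come from the spread of the sham hearts alone and leave out the spread between MI hearts. The lists other than mesothelium were at -1.80% to 8.47% of the change in MI replicate 1 and -3.89% to 11.6% of that in MI replicate 3. Genes at least 1 log2 unit from the sham hearts in both MI replicates 1 and 3 were then taken, with each sham heart left out in turn and with MI replicate 2 playing no part in the choice. Of the 921 to 973 higher and 91 to 95 lower ones, MI replicate 2 kept a median share of 2.604% to 2.897% and 11.0% to 11.5%, and 12 to 15 genes kept over 50%, against 1 to 4 with the sham heart that was left out put in its place. Dilution in a single low proportion does not by itself account for these few genes. A different reaction to the ligation or another region of the heart, with or without dilution, may remain, but the labels give neither infarct size nor the region sampled, and these cannot be told apart.

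Few genes passed an adjusted p of 0.05. In simulated data the same numbers of mice gave 193 calls of 200 changed genes at the spread of the sham hearts. They gave 154 at the pooled spread within groups, and 0 when 1 of 3 MI hearts was left unchanged. Only 200 of 11431 genes were changed in the simulation, and the calls at an adjusted p depend on that share. The simulated numbers therefore do not carry over to these hearts. Without MI replicate 2, 8195 genes passed. This last value goes with the low number coming from 1 MI heart close to sham in most genes. Among the 8 splits of the hearts that part as many same-numbered pairs, 1 gave as many genes at an adjusted p under 0.05, the real one, and among all 35, 3 did. Past the lines of Fig. 2A, 1 of 8 and 1 of 35 gave as many, with 2589 genes in the real split and 2402 in the next.

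More genes were higher than lower in MI, 78.8% of those past the lines of Fig. 2A. Normalization to all fragments is a candidate explanation. The share was 92.7% with TPM and 46.8% with quantile normalization. After median log-ratio scaling it was 50.8%. Centring on the median gene brings the share near an even split by itself, so this value does not decide it. With the mitochondrial genes left out, chosen after seeing the data, it was 67.5%, so a smaller mitochondrial share could explain a part, and a true excess of higher genes cannot be told apart from an effect of the scaling.

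Angptl7 was compared with the fibroblast and matrix genes, whose mean log2 value rose by 2.61. Angptl7 rose by 0.27 more than these genes (exact two-sided p 0.514, where 0.0571 is the smallest possible). A larger share of fibroblast and matrix RNA in the MI samples may be a source of its rise, but a test of 1 gene against the mean of a list that cannot pass 0.05 neither shows nor excludes it. A larger log2 fold change than that of Angptl7 was found in 10 of 22 fibroblast and matrix genes and 4 of 8 tendon, cartilage and fibrocartilage matrix genes, in 1 of 52 angiogenic ligands and receptors and in 0 of 20 endothelial genes. The angiogenic list changed by 0.22 relative to the median gene (camera adjusted p 0.331, 0.048 to 0.834 over the alternatives) and the endothelial list by 0.012 (adjusted p 0.606, 0.399 to 0.849 over the alternatives), and neither had a member at an adjusted p under 0.05 within the list, while 4496 genes differed at an unadjusted p under 0.05.

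Of the other angiopoietin-like genes, Angptl2 changed by 0.49 and Angptl6 by -0.090 on the log2 scale, with adjusted p-values of 0.188 and 0.529 (4.93e-07 to 0.53 and 0.102 to 0.863 over the alternatives). Angptl1 and Angptl8 were below the filter, Angptl1 with 1.602, 0.621 and 2.36 FPKM in MI replicates 1 to 3 against 0.449 to 0.672 in the sham hearts and Angptl8 with 0.637, 0 and 0.147, and Angptl5 was not in the table. Among genes the paper measures as proteins in cultured cells or discusses, Mmp2 changed by 2.09, Cxcr4 by 1.29 and Il33 by 1.85, each higher in 3 of 3 MI hearts than in every sham heart, Jag1 by 0.75 and Hif1a by 0.94. Kdr, which encodes the receptor VEGFR2, changed by -0.20 (-0.44 to -0.012 over the alternatives) and Vegfa by -0.27 (-0.49 to -0.079), each lower in 3 of 3 MI hearts than in every sham heart in the deposited values, and Cdh5 by 0.059. In the values reported none of them had an adjusted p under 0.05, although with sample weights in limma or without MI replicate 2 some of them did. Cldn18 was listed at 0 in all 7 hearts, and Ccl2 was below the filter and not tested, with 10.0, 0.324 and 4.08 FPKM in MI replicates 1 to 3 against 0.794 to 0.915 in the sham hearts.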
